# Loss of Ciliary Gene *Bbs8* Results in Physiological Defects in the Retinal Pigment Epithelium

**DOI:** 10.3389/fcell.2021.607121

**Published:** 2021-02-18

**Authors:** Sandra Schneider, Rossella De Cegli, Jayapriya Nagarajan, Viola Kretschmer, Peter Andreas Matthiessen, Daniela Intartaglia, Nathan Hotaling, Marius Ueffing, Karsten Boldt, Ivan Conte, Helen Louise May-Simera

**Keywords:** cilia, ciliopathy, retinal pigment epithelium, genetic disease, molecular medicine, RPE, Epithelial-to-Mesenchym Transition (EMT)

## Abstract

Primary cilia are sensory organelles vital for developmental and physiological processes. Their dysfunction causes a range of phenotypes including retinopathies. Although primary cilia have been described in the retinal pigment epithelium (RPE), little is known about their contribution to biological processes within this tissue. Ciliary proteins are increasingly being identified in non-ciliary locations and might carry out additional functions, disruption of which possibly contributes to pathology. The RPE is essential for maintaining photoreceptor cells and visual function. We demonstrate that upon loss of *Bbs8*, predominantly thought to be a ciliary gene, the RPE shows changes in gene and protein expression initially involved in signaling pathways and developmental processes, and at a later time point RPE homeostasis and function. Differentially regulated molecules affecting the cytoskeleton and cellular adhesion, led to defective cellular polarization and morphology associated with a possible epithelial-to-mesenchymal transition (EMT)-like phenotype. Our data highlights the benefit of combinatorial “omics” approaches with *in vivo* data for investigating the function of ciliopathy proteins. It also emphasizes the importance of ciliary proteins in the RPE and their contribution to visual disorders, which must be considered when designing treatment strategies for retinal degeneration.

## Introduction

Primary cilia are microtubule-based sensory organelles extending from the cell membrane and are indispensable for a variety of developmental and physiological processes. As such, they are considered as signaling hubs that transmit extracellular signals, and are involved in regulating many signaling pathways, including Wnt, hedgehog, and transforming growth factor β (Tgf-β) (Fliegauf et al., 2007; Ishikawa and Marshall, 2011; May-Simera et al., 2017, 2018; Pala et al., 2017). Defects in primary cilia function or assembly lead to a wide range of diseases, collectively termed ciliopathies. Since nearly every cell exhibits a primary cilium, ciliary dysfunction leads to a multitude of different phenotypes, with retinopathy being the most common (Waters and Beales, 2011; May-Simera et al., 2017). The Bardet-Biedl syndrome (BBS) was one of the first ciliopathies described. *BBS* genes encode proteins required for ciliary trafficking, making them essential for maintenance and function of primary cilia and as such for development and homeostasis of various tissues and organs (Goetz and Anderson, 2010; Waters and Beales, 2011; Forsythe and Beales, 2013; Valverde et al., 2015). Ciliary proteins are increasingly being identified in non-ciliary locations and might carry out additional functions, disruption of which possibly contributes to pathology (Novas et al., 2015; Marchese et al., 2020).

Most research on the retinal aspect of ciliopathies has mainly focused on the photoreceptor, whose outer segment (POS) is a highly specialized primary cilium with the so-called connecting cilium akin to the ciliary transition zone. To date, there is limited information on the contribution of primary cilia in other ocular cell types. Probably, the most relevant ciliated tissue in addition to the photoreceptor cells is the retinal pigment epithelium (RPE). Our recent discoveries did indeed reveal an indispensable role for primary cilia in maturation and functional polarization of this tissue (May-Simera et al., 2018; Patnaik et al., 2019). The RPE is a monolayer of pigmented epithelial cells intercalated between the neural retina and the choriocapillaris of the eye and forms part of the blood-retinal barrier (BRB). With their long apical microvilli, RPE cells ensheath the light-sensitive POS leading to the functional interaction between both tissues (Strauss, 2005; Willoughby et al., 2010). The RPE has additional roles which are critically dependent on maintaining its epithelial phenotype: absorption of scattered photons, regeneration of 11*-cis* retinal in the visual cycle, phagocytosis of shed POS, secretion of various growth factors, transepithelial transport of nutrients and ions, and the maintenance of photoreceptor cells. Therefore, RPE dysfunction and associated failure of one or more of its functional processes are often linked with retinal degeneration and vision impairment (Strauss, 2005; Bharti et al., 2011; Chen et al., 2019).

We have previously shown that primary cilia are crucial for maturation and polarization of induced pluripotent stem cells (iPSC)-RPE *in vitro* (May-Simera et al., 2018). As a consequence of inefficient ciliogenesis and therefore of incomplete RPE maturation, the RPE cells showed reduced expression of adult RPE-specific genes, defective apical microvilli morphology, as well as reduced functionality. Confirming this, we demonstrated that primary cilia dysfunction *in vivo* leads to changes in RPE cell morphology, including underdeveloped tight junctions and apical microvilli in newborn (P0) cilia mutant mice (May-Simera et al., 2018). However, to date, long-term consequences of primary cilia dysfunction in the RPE remain to be investigated. The present study was aimed at elucidating these effects *in vivo* on the maturation and homeostasis of the RPE as the tissue ages. To do so, we again turned to the *Bardet-Biedl syndrome protein (Bbs)-*deficient mouse model, as *Bbs* knockouts display significantly reduced and dysfunctional primary cilia (Ross et al., 2005; Tadenev et al., 2011). The *Bbs8/Ttc8* gene encodes a component of the “BBSome,” a protein complex required for ciliary trafficking (Tadenev et al., 2011). We used a *Bbs8*-knock out model since loss of *Bbs8* has one of the most pronounced ciliopathy phenotypes particularly with regard to visual dysfunction (Tadenev et al., 2011; Dilan et al., 2018; May-Simera et al., 2018; Kretschmer et al., 2019; Patnaik et al., 2019).

Our data provides evidence of how loss of ciliary gene/protein *Bbs8* results in physiological defects affecting RPE homeostasis and function, characterized by alteration in both gene and protein expression profiles.

## Results

### Transcriptomic Analysis of *Bbs8-*Deficient RPE Reveals Mis-regulation of Genes Involved in Numerous RPE-Essential Processes

We previously demonstrated that *Bbs8*^−/−^ mice show incomplete maturation of the RPE at postnatal day 0 (P0) prior to development of the POS, due in part to over-activation of canonical Wnt signaling (May-Simera et al., 2018). However, whether and how ablation of *Bbs8* caused other developmental defects, including alterations of RPE maturation and its crosstalk with adjacent photoreceptor cells has been not been investigated. We first explored the phenotypic consequences caused by loss of *Bbs8* in the RPE by focusing on patterns of gene expression. 

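RNA of RPE isolated at P29 was sequenced in 4 libraries from *Bbs8*+/+ mice and 4 from *Bbs8*-/- mice, and n is 4 libraries per genotype for every P29 value given with an error. The paper states that each individual animal was considered a biological replicate. Every library nevertheless had counts of *Xist* and of Y-linked genes, so whether a library holds tissue of more than 1 animal could not be settled. Errors and p-values given here describe the spread between libraries, which may be smaller than that between animals. The libraries were prepared from 30 ng of RNA with the QuantSeq 3′ protocol, which primes on the poly-A tail and reads the end of each transcript, and were read as single-end reads of 100 bp. The authors trimmed the reads, aligned them to mm10 with STAR, counted uniquely mapped reads per gene with htseq-count and deposited these counts without normalization. Expression is given as counts relative to the size of the library (CPM). Counts on genes ranged from 2495094 to 3093428 per *Bbs8*+/+ library, with a median of 2763951, and from 2389835 to 2736289 per *Bbs8*-/- library, with a median of 2568875. At these depths 3 counts, taken as the smallest signal a library can show, correspond to 0.970 to 1.26 CPM, a floor that covers counting error only because the reads carry no molecular identifiers. Genes with at least 1 CPM in at least 4 of the 8 libraries were tested, which left 12889 genes. Counts were scaled by edgeR's TMM factors, which lay between 0.955 and 0.980 in *Bbs8*+/+ libraries and between 1.02 and 1.05 in *Bbs8*-/- libraries, and CPM values are scaled by these factors. Genotypes were compared with edgeR's quasi-likelihood test, which is two-sided, and p-values were adjusted over all tested genes with the Benjamini-Hochberg method. The paper's filter joins low CPM with a high share of multi-mapping reads, which needs the alignments, so it was not repeated and the filter on CPM alone differs from it. The P11 libraries were not analysed here.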

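*Bbs8* is listed in the annotation as *Ttc8* (ENSMUSG00000021013) and lies on chromosome 12 of GRCm38 from 98920574 to 98983238, on the forward strand. Its counts at P29 were 105, 142, 144 and 116 in the *Bbs8*+/+ libraries and 15, 5, 14 and 15 in the *Bbs8*-/- libraries. After normalization this was 47.7 ± 10.4 CPM (SD, n = 4) in *Bbs8*+/+ RPE and 4.71 ± 1.98 CPM (SD, n = 4) in *Bbs8*-/- RPE. The log2 fold change of *Ttc8* was −3.34 (standard error 0.294, adjusted p = 2.48e-11 from edgeR's quasi-likelihood test). Every *Bbs8*-/- library lay below every *Bbs8*+/+ library (two-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). With each library left out in turn, the log2 fold change stayed between −3.49 and −3.06.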

We investigated the effect of *Bbs8* deletion in the RPE by carrying out an unbiased QuantSeq 3′ mRNA sequencing analysis of P11 and P29 RPE specimens isolated from *Bbs8*^−/−^ and *Bbs8*^+/+^ mouse eyes. At both time points, this analysis yielded differentially expressed transcripts in *Bbs8*^−/−^ RPE compared to littermate controls. At P11, we observed up-regulation of 290 transcripts and down-regulation of 302 transcripts (Figure 1A, Supplementary Tables 1, 3). 

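At P29, 704 genes were up-regulated and 877 down-regulated in *Bbs8*-/- RPE at an adjusted p under 0.05, so that 44.5% of the differentially expressed genes were up-regulated. The alternative that moved these counts most among those planned fixed the biological coefficient of variation at 0.1 in place of the estimated spread and gave 2258 up-regulated and 2119 down-regulated genes. Settings with a fixed coefficient of variation use edgeR's likelihood ratio test in place of the quasi-likelihood test, so they change both the spread and the test. Scaling by library size alone in place of TMM shifted the log2 fold changes by a median of 0.0889 and gave 1008 up-regulated and 654 down-regulated genes. The *Bbs8*-/- and *Bbs8*+/+ libraries did not overlap for 591 of the up-regulated and 772 of the down-regulated genes, which were selected for a difference between these libraries. Over all tested genes this was so for 2069 (16.1%), against the 2.86% that chance gives. The median absolute log2 fold change of the differentially expressed genes was 0.72, and 226 genes rose by at least 1 and 213 fell by at least 1 on the log2 scale. The common biological coefficient of variation between libraries of a genotype was 0.213.

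Among differentially expressed genes with a mean of at least 10 CPM and no overlap between genotypes, the 5 with the largest rise in this comparison were *Krt15*, *C4b*, *Serpina3n*, *Sulf2* and *Lad1*. *Krt15* (ENSMUSG00000054146) had at most 1 count in any *Bbs8*+/+ library and 22.5 ± 4.31 CPM (SD, n = 4) in *Bbs8*-/- RPE, at least 21.4-fold higher than the floor of the *Bbs8*+/+ libraries (adjusted p = 1.19e-11). *C4b* (ENSMUSG00000073418) rose from 3.02 ± 1.09 to 182 ± 13.0 CPM (SD, n = 4), a log2 fold change of 5.91 (standard error 0.201, adjusted p = 1.46e-23). *Serpina3n* (ENSMUSG00000021091) rose from 7.08 ± 1.58 to 424 ± 23.7 CPM, with a log2 fold change of 5.90 (standard error 0.143, adjusted p = 5.55e-28). The log2 fold changes were 4.60 for *Sulf2* (adjusted p = 4.27e-16) and 4.00 for *Lad1* (adjusted p = 2.93e-10). *C4b* and *Serpina3n* are among 11 genes listed here as genes of reactive glia, of which 8 were up-regulated. For *Krt15* and *Lad1*, all 7 tested genes of a list of ocular surface epithelium, which was chosen after these values were seen, were also higher in *Bbs8*-/- libraries. The 5 with the largest fall were *Crygb* (log2 fold change −3.47, adjusted p = 5.11e-26), *Crygs* (−3.39, 1.36e-22), *Crygd* (−3.39, 1.74e-19), *Ttc8* itself and *Slc16a3* (−3.31, 1.75e-06). *Crygb* (ENSMUSG00000073658) fell from 698 ± 45.6 to 63.02 ± 6.68 CPM (SD, n = 4). The crystallin genes are genes of the lens, and all 22 lens genes tested were down-regulated. *Slc16a3* (ENSMUSG00000025161) fell from 22.6 ± 1.65 CPM to 2.13 ± 2.84 CPM, close to the floor of the *Bbs8*-/- libraries.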

At P29, 1,056 transcripts were up-regulated, and 1220 transcripts were down-regulated (Figure 1A, Supplementary Tabes 2, 4). This raised the possibility that loss of *Bbs8* may directly or indirectly influence expression of a large number of genes and alter RPE maturation and function. To better investigate this possibility, we compared the mis-regulated genes with lists of RPE-specific genes, divided into fetal RPE-specific, adult RPE-specific and RPE signature genes published in Strunnikova et al. (2010) (Figure 1B, Supplementary Table 5). Across all three categories a similar trend was observed at P11, namely that ~70% differentially expressed genes (DEGs) were down-regulated and ~30% were up-regulated (Fetal RPE-specific *n* = 6 genes, Adult RPE-specific *n* = 10 genes, RPE signature *n* = 18 genes). However, at P29 ~90% of the fetal RPE-specific genes were up-regulated, whereas ~65% of the adult RPE-specific genes were down-regulated (Fetal RPE-specific *n* = 13 genes, Adult RPE-specific *n* = 26 genes, RPE signature *n* = 51 genes). 

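Of the 70 fetal RPE-specific genes in the paper's list, 61 were matched to a mouse gene by symbol and 47 were tested at P29. Of these, 10 were up-regulated and 0 down-regulated, against 14 higher and 1 lower at an unadjusted p under 0.05. With p-values adjusted within the list alone, 11 were up-regulated and 1 down-regulated. With the coefficient of variation fixed at 0.1, the setting that moved the count of up-regulated genes most, the counts were 17 up-regulated and 3 down-regulated. The up-regulated fetal genes, with the log2 fold change and the adjusted p of each in parentheses and most of them chosen for naming after their values were seen, were *Kcnab1* (4.15, 1.06e-07), *Col8a1* (0.91, 8.57e-16), *Col9a3* (0.90, 1.95e-08), *Nid2* (0.80, 0.00155) and *Ppfibp2* (0.67, 5.26e-06), followed by *Flrt2* (0.54, 0.00311), *Tyr* (0.47, 0.00122) and *Daam1* (0.41, 0.0378) and by *Trpm3* and *Sfrp1*. *Kcnab1* had at most 4 counts in any *Bbs8*+/+ library. With the coefficient of variation fixed at 0.2 in place of 0.1, *Flrt2*, *Tyr*, *Daam1* and *Sfrp1* were not past the threshold.

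Of the 88 adult RPE-specific genes, 75 were matched and 65 tested. Of these, 7 were up-regulated and 13 down-regulated, so that 65.0% of the differentially expressed adult genes were down-regulated. Adjusted within the list, 9 were up-regulated and 16 down-regulated. The adult list holds 11 genes of a photoreceptor marker list, of which 9 were down-regulated and 1 was up-regulated. With these 11 genes left out, 6 adult genes were up-regulated and 4 down-regulated, so that 40.0% were down-regulated. The 4 were *Slc16a3* and *Klf9* (−0.46, 0.00281), *Rorb* (−0.86, 1.53e-10) and *Ddc* (−1.0, 2.80e-04). The up-regulated adult genes outside the photoreceptor list were *Cfi* (4.04, 1.11e-06), *Fxyd3* (2.44, 1.38e-16), *Tmem176b* (0.90, 2.64e-07), *Psd3* (0.84, 2.24e-04), *Acsl3* (0.83, 1.08e-06) and *Il6st* (0.41, 0.0473). *Cfi* had between 0 and 9 counts in the *Bbs8*+/+ libraries, and 1 *Bbs8*+/+ library lay below the others for *Klf9*. *Klf9* and *Il6st* were not past the threshold with the coefficient of variation fixed at 0.2. These adult genes were likewise chosen after their values were seen, apart from *Klf9* and *Slc16a3*.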

Suggesting a delay in RPE maturation in the mutants.

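Over all tested members of the lists, whether or not they passed the threshold, 32 fetal genes were higher and 15 lower in *Bbs8*-/- RPE, with a median log2 fold change of 0.19. For the adult list 28 genes were higher and 37 lower, with a median of −0.11. The competitive gene set test camera, which is two-sided and sets the genes of a list against all other tested genes, placed the fetal list higher (adjusted p = 9.93e-04 over the 3 lists compared) and the adult list lower (adjusted p = 0.00270). Without the photoreceptor genes the adult list was no longer lower, with 27 genes higher and 27 lower, a median of 0.01 and an unadjusted camera value of 0.450. Among differentially expressed genes alone, direction differed between the fetal and the adult list (two-sided Fisher's exact test, p = 0.00106), and without the photoreceptor genes this difference did not pass 0.05 (two-sided Fisher's exact test, p = 0.0867). Genes of a list are not independent replicates, so these tests describe the lists. From the up-regulation of fetal RPE-specific genes together with the down-regulation of adult RPE-specific genes at P29, the paper proposes a delay in RPE maturation in the mutants.

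**Figure D1:**
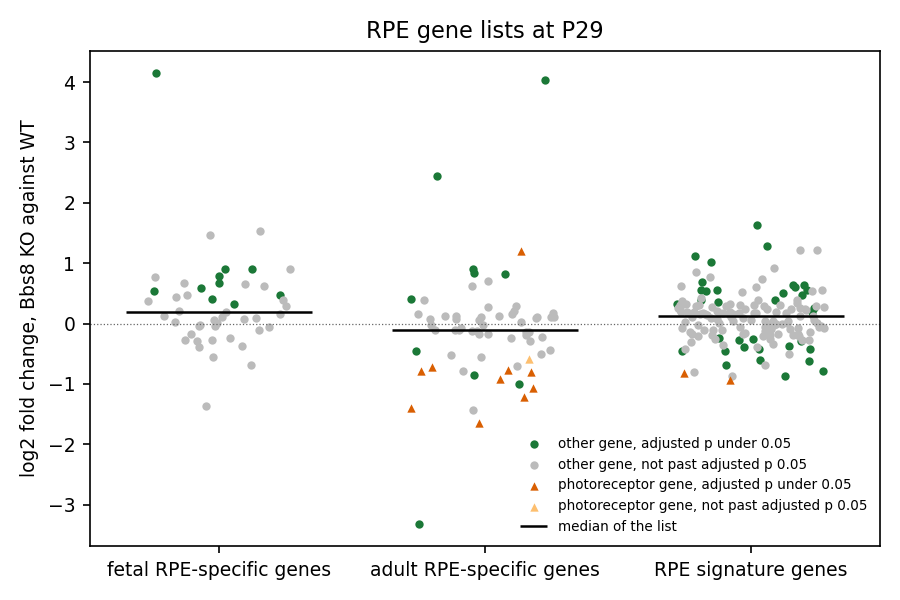
Log2 fold change at P29, *Bbs8*-/- against *Bbs8*+/+ RPE, of each tested gene of the fetal RPE-specific, adult RPE-specific and RPE signature lists, with genes past an adjusted p of 0.05 set apart by colour, photoreceptor genes drawn as triangles and the median of each list as a line. The medians are 0.19 for the fetal list, −0.11 for the adult list and 0.12 for the signature list, and 9 of the 13 down-regulated adult genes are photoreceptor genes.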

**Figure 1:**
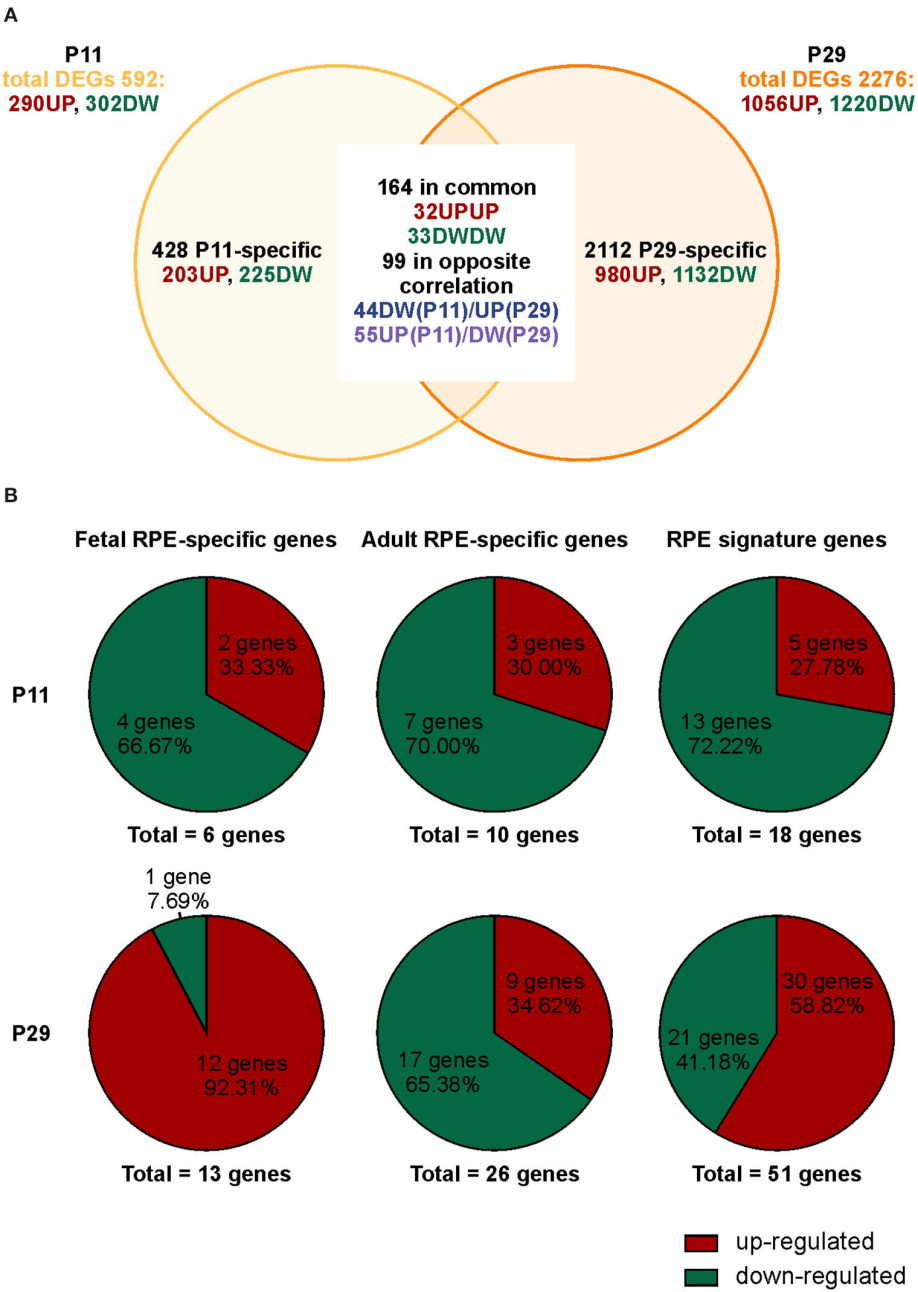
Loss of *Bbs8* induces a switch in RPE-specific gene expression from P11 to P29. **(A)** Venn diagram showing differentially expressed genes (DEGs) obtained via transcriptomic analysis. The number of specific and common DEGs and the orientation of expression are shown. DW, down-regulated; UP, up-regulated. **(B)** Pie charts depicting % up- or down-regulated genes for three different categories; fetal RPE-specific genes, adult RPE-specific genes and RPE signature genes. At P11 all categories have an increased down-regulation. At P29 fetal RPE-specific genes and RPE signature genes become up-regulated.

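Of the 162 RPE signature genes in the paper's list, 158 were matched and 154 tested at P29. Of these, 20 were up-regulated and 17 down-regulated, so that 54.1% of the differentially expressed signature genes were up-regulated, and adjustment within the list gave 23 and 19. Scaling by library size alone changed the counts to 34 up-regulated and 15 down-regulated genes. Over all tested signature genes, 94 were higher and 60 lower in *Bbs8*-/- RPE, and camera did not place the list apart from other genes (adjusted p = 0.164).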

To explore the biological significances of these transcriptomes, we performed a gene ontology enrichment analysis (GOEA) restricting the output to biological process (BP) terms at each time point (see Figure 2 and Supplementary Table 6 for P11, and Figure 3 and Supplementary Table 7 for P29). Figure 2 shows the top 25 most significant down-regulated and all six up-regulated BP-clusters in which the inhibited and induced transcripts, respectively, were mainly functionally enriched. The Enrichment score (ES) represents the amount to which genes in a gene ontology cluster are over-represented. The ES scale can vary dependent on how genes cluster in a given term. 

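For each cluster of GO terms that the paper reports for the differentially expressed genes at P29 (Supplementary Table 7), the genes listed under the cluster's first term were looked up among the P29 values. The gene lists of many terms are shortened in that table, the genes are the paper's own calls, and the enrichment itself was not recomputed. Among up-regulated clusters, 58 listed genes of movement of cell or subcellular component were tested, with a median log2 fold change of 0.68, and 35 of them were up-regulated here. For cell morphogenesis it was 34 of 58 genes (median 0.58), for the enzyme linked receptor protein signaling pathway 41 of 58 (median 0.72), for vasculature development 37 of 55 (median 0.74) and for regulation of cell proliferation 36 of 57 (median 0.65). Of the listed genes of cell death, 38 of 58 were up-regulated (median 0.64), and of regulation of neuron death 27 of 37 (median 0.72). Among down-regulated clusters, 54 of 58 listed genes of eye development were down-regulated here (median −0.90), and 24 of the 58 are in the photoreceptor or lens marker lists. For lens development it was 15 of 15 genes (median −2.86), 12 of them in those lists. For protein localization to cilium 6 of 7 genes were down-regulated (median −0.58), and for erythrocyte homeostasis 18 of 22 (median −0.66). Every tested gene of these terms changed in the direction the paper gives, whether or not it passed the threshold.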

At P11 most of the DEGs involved signaling and developmental processes (Figure 2, Supplementary Table 6), while at P29 they involved RPE homeostasis and function (Figure 3, Supplementary Table 7).

**Figure 2:**
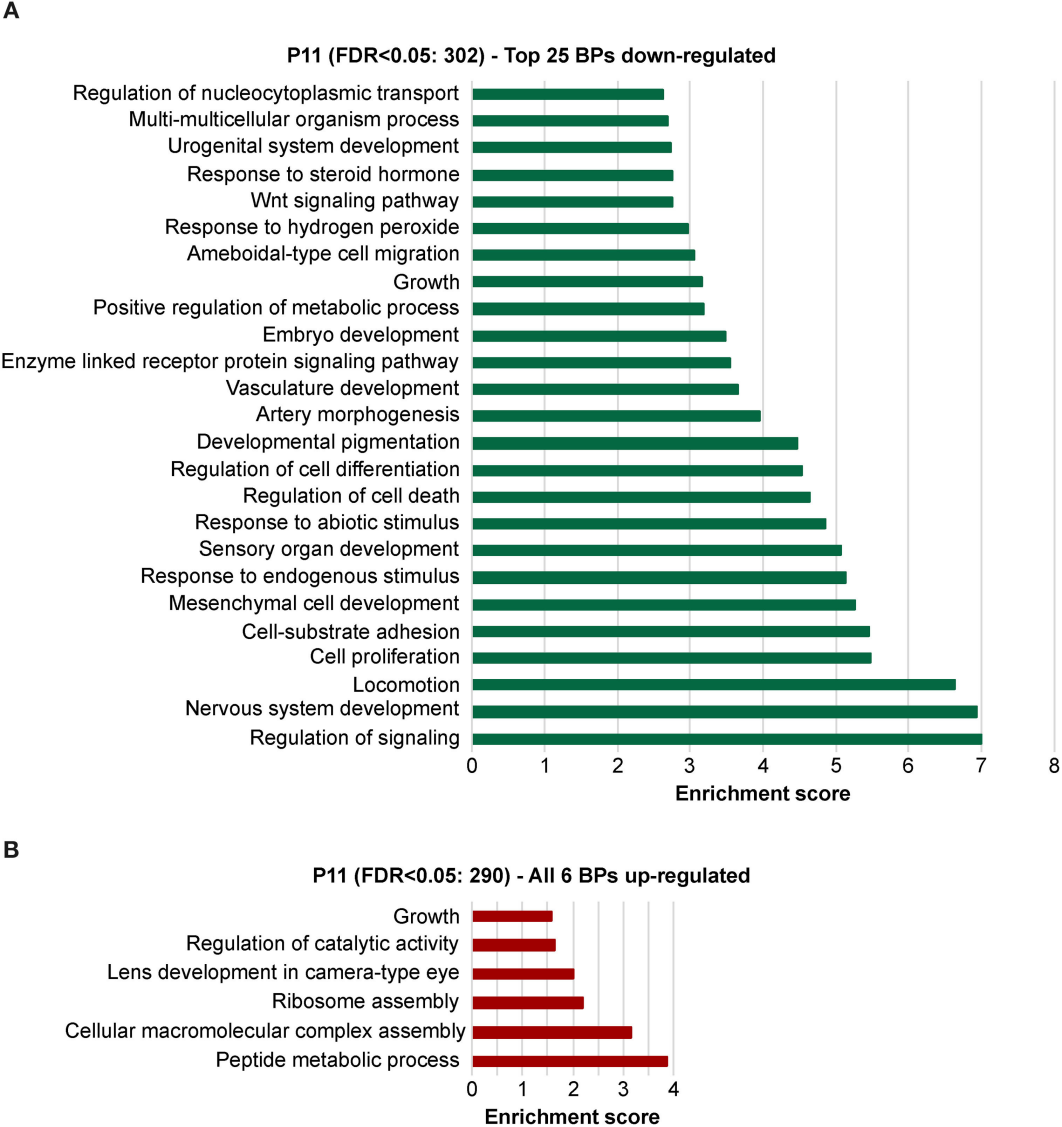
Identification of the biological processes underlying the effect of the deletion of *Bbs8* at P11 via gene ontology analysis. Top 25 significant Biological processes (BPs) among the inhibited transcripts **(A)** and the 6 induced **(B)** in *Bbs8*^−/−^ vs. *Bbs8*^+/+^. The Enrichment score for each BP cluster is plotted on the x-axis.

**Figure 3:**
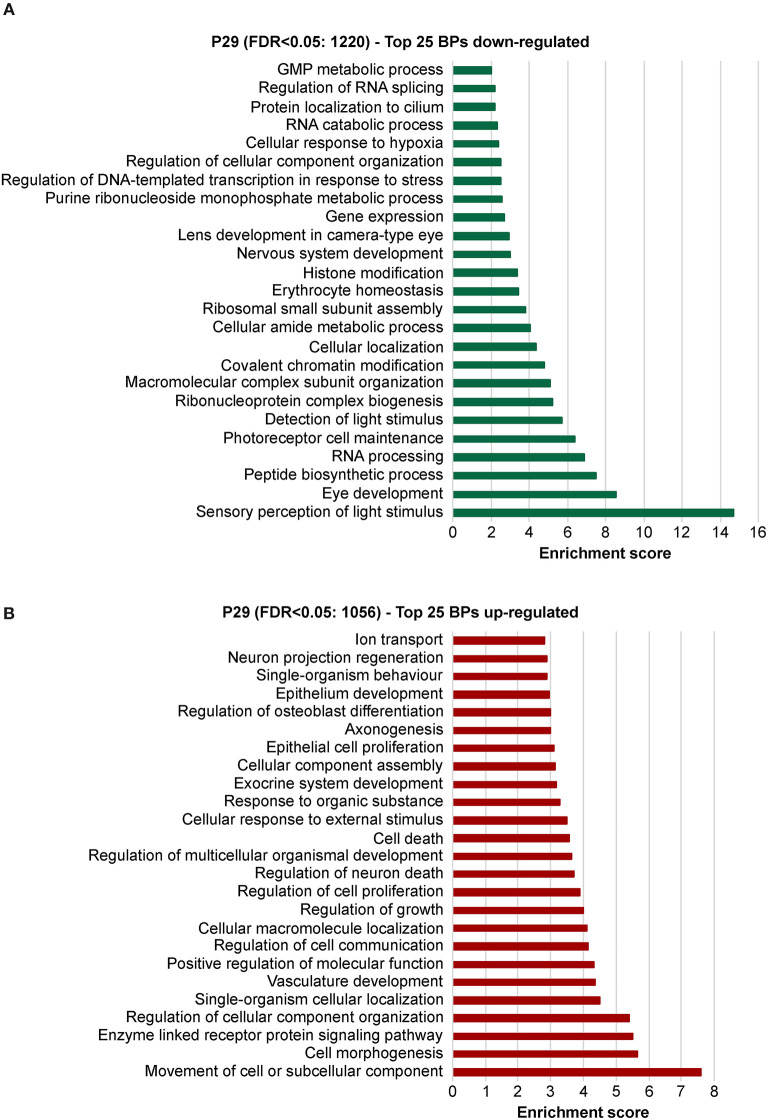
Identification of the biological processes underlying the effect of deletion of *Bbs8* at P29 via gene ontology analysis. Top 25 significant Biological pathways (BPs) among the inhibited transcripts **(A)** and the induced **(B)** in *Bbs8*^−/−^ vs. *Bbs8*^+/+^ are plotted. The Enrichment score for each BP cluster is plotted on the x-axis.

A comparison of DEGs in *Bbs8*^−/−^ vs. control RPE at two timepoints, P11 and P29, identified 65 mis-regulated genes as shown in the Venn diagram in Figure 1A. Of these 32 were up-regulated and 33 down-regulated at both time points. 

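The P29 side of this comparison was recomputed, and the P11 side is the paper's. Of the 290 genes in the paper's list of up-regulated genes at P11, 269 were tested at P29, and of the 302 down-regulated genes 280 were tested. At P29, 22 of the former were up-regulated again, more than the share among other tested genes by an odds ratio of 1.56 that did not pass 0.05 (two-sided Fisher's exact test, p = 0.0563). Of the latter, 23 were down-regulated again (odds ratio 1.23, two-sided Fisher's exact test, p = 0.336). The coefficient of variation fixed at 0.1 moved these overlaps most, to 41 and 44 genes. In the opposite direction, 50 genes in the paper's P11 up-regulated list were down-regulated at P29 (odds ratio 3.26, two-sided Fisher's exact test, p = 5.24e-11). Genes are not independent replicates, and whether the overlaps differ from one another was not tested.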

We again performed GOEA analysis to identify common biological processes. We identified three clusters of biological processes that were significantly up-regulated and three that were significantly down-regulated. 

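Figure 4B and the clusters of Supplementary Table 8 name 20 genes as up-regulated. At P29 all 20 were higher in *Bbs8*-/- RPE, with log2 fold changes from 0.19 to 2.41, and 15 were past an adjusted p of 0.05. Because the genes are the paper's own calls on these libraries, the 20 that passed when p-values were adjusted within the list show no stability. For the same reason, that the libraries of the genotypes did not overlap for 18 of the 20 cannot be set against the 2.86% that chance gives. Among genes of the response to metal ions, *Mt2* (ENSMUSG00000031762) had a log2 fold change of 0.97 (adjusted p = 2.97e-10) and *Alad* of 0.46 (adjusted p = 0.00231). Among genes of apoptotic processes, with the log2 fold change and adjusted p of each in parentheses, values were *Col4a3* (0.81, 2.46e-04), *Lgals1* (0.63, 0.0183), *Pak7* (0.57, 3.20e-04) and *Clu* (0.50, 3.60e-10), and smaller for *Glo1* (0.28, 0.0295), *Sgk1* (0.28, 0.0203) and *Arl6ip1* (0.19, 0.0114). Among genes of cellular organization, *Gfap* (ENSMUSG00000020932) rose from 1.07 ± 1.12 CPM, at the floor of the libraries, to 5.78 ± 2.19 CPM (SD, n = 4), a log2 fold change of 2.41 (standard error 0.803, adjusted p = 0.0417), and it is also in the list of reactive glia genes. *Otx2* changed by 0.30 (adjusted p = 0.00202). *Lrp8* (0.30, adjusted p = 0.0529) and *Tpm1* (0.36, adjusted p = 0.0608) were not past the threshold. With the coefficient of variation fixed at 0.2, *Alad*, *Clu*, *Glo1*, *Sgk1*, *Arl6ip1* and *Otx2* were also not past it. A single *Bbs8*-/- library lay above the others for *Clu* and another for *Col4a3*.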

Up-regulated processes included responses to metal ions (albeit only four genes), processes involving cellular organization and apoptotic processes (Figure 4A, Supplementary Table 8). 

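Figure 4B and Supplementary Table 8 name 18 genes as down-regulated. At P29 all 18 were lower in *Bbs8*-/- RPE, with log2 fold changes from −3.34, that of *Ttc8*, to −0.34, and 14 passed an adjusted p of 0.05. The genotypes did not overlap for 12 of them. These genes too are the paper's own calls on these libraries, so their shared direction is no independent evidence. Among genes the paper assigns to signal transduction or to responses to endogenous stimuli, *Sema7a* had a log2 fold change of −1.11 (adjusted p = 0.0255), *Igfbp4* of −0.93 (adjusted p = 3.01e-07), *Ncam1* of −0.44 (adjusted p = 2.71e-04) and *Igfbp5* of −0.43 (adjusted p = 1.44e-04). *Enpp2* (ENSMUSG00000022425) fell from 2627 ± 56.8 to 1626 ± 107 CPM (SD, n = 4), a log2 fold change of −0.69 (adjusted p = 1.49e-11), and *Kpna4* changed by −0.59 (adjusted p = 0.00438). *Col3a1* changed by −0.49 (adjusted p = 0.0183). *Col1a2* (−0.34, adjusted p = 0.0531) and *Klf2* (−0.47, adjusted p = 0.0840) were lower without passing the threshold. *Ncam1*, *Igfbp5* and *Col3a1* did not pass it when the coefficient of variation was fixed at 0.2, and *Col3a1* also did not when counts were scaled by library size alone.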

Down-regulated processes included responses to endogenous stimuli, processes involving signal transduction and visual perception (Figure 4A, Supplementary Table 8). Since the genes involved in visual perception included several photoreceptor-specific genes, we attributed this cluster to contamination of adjacent tissues (see discussion). 

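At P29 the transcript of *Gnat1* (ENSMUSG00000034837), the rod transducin subunit, fell from 8624 ± 388 to 3109.8 ± 168 CPM (SD, n = 4), with a log2 fold change of −1.47 (standard error 0.0502, adjusted p = 1.46e-23). Of other genes of the visual perception cluster in Supplementary Table 8, *Col1a1* changed by −0.37 (adjusted p = 0.0183) and *Slc45a2* by −0.67 (adjusted p = 0.127). Rod genes outside the cluster were lower as well, *Nrl* by −1.58 (adjusted p = 1.03e-20), *Pde6g* by −1.39 (adjusted p = 2.04e-21) and *Sag* by −0.77 (adjusted p = 3.58e-16). For *Gnat1* 1 *Bbs8*-/- library and for *Sag* 1 *Bbs8*+/+ library lay above the other 3 of its genotype. *Col1a1* did not pass the threshold under scaling by library size alone or with the coefficient of variation fixed at 0.2.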

The heatmap in Figure 4B visualizes differentially regulated genes associated with these processes. 

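At P29, *Trpm3* (ENSMUSG00000052387), which encodes a cation channel, rose from 327 ± 20.8 CPM (SD, n = 4) in *Bbs8*+/+ to 493 ± 55.8 CPM (SD, n = 4) in *Bbs8*-/- RPE, with a log2 fold change of 0.59 (standard error 0.0886, adjusted p = 3.75e-06). *Drd4* (ENSMUSG00000025496), which encodes a dopamine receptor, fell from 137 ± 12.9 to 84.7 ± 9.72 CPM, with a log2 fold change of −0.70 (standard error 0.125, adjusted p = 8.14e-05). *Mt1* (ENSMUSG00000031765) rose from 3626 ± 115 to 5448 ± 158 CPM, with a log2 fold change of 0.59 (standard error 0.0491, adjusted p = 6.63e-12). *Vegfa* (ENSMUSG00000023951) had 149.7 ± 11.3 and 179 ± 15.3 CPM, and its log2 fold change of 0.26 was not past the threshold (standard error 0.107, adjusted p = 0.120). *S100b* (ENSMUSG00000033208) fell from 25.4 ± 3.68 to 12.2 ± 3.16 CPM, with a log2 fold change of −1.06 (standard error 0.273, adjusted p = 0.00599). *Trf*, the transferrin gene, had a log2 fold change of 0.51 (standard error 0.0463, adjusted p = 5.81e-11), which did not pass the threshold with the coefficient of variation fixed at 0.2. *Anxa2* (0.44, standard error 0.154, adjusted p = 0.0565) and *Ctsd* (0.19, standard error 0.0665, adjusted p = 0.0540) were higher in *Bbs8*-/- RPE and did not pass the threshold.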

Many mis-regulated genes are involved in RPE polarization and function, receptors and channel proteins (*Trpm3, Drd4, Mt1*), cytokines (*Vegfa, S100B*) and genes encoding proteins involved in phagocytosis and cellular metabolism (*Anxa2, Ctsd, Ezr, Trf* ). Moreover, we detected an up-regulation of genes associated with apoptotic processes suggesting possible pathological changes in the *Bbs8* knockout RPE as early as P11, not necessarily just associated with a delay in maturation.

**Figure 4:**
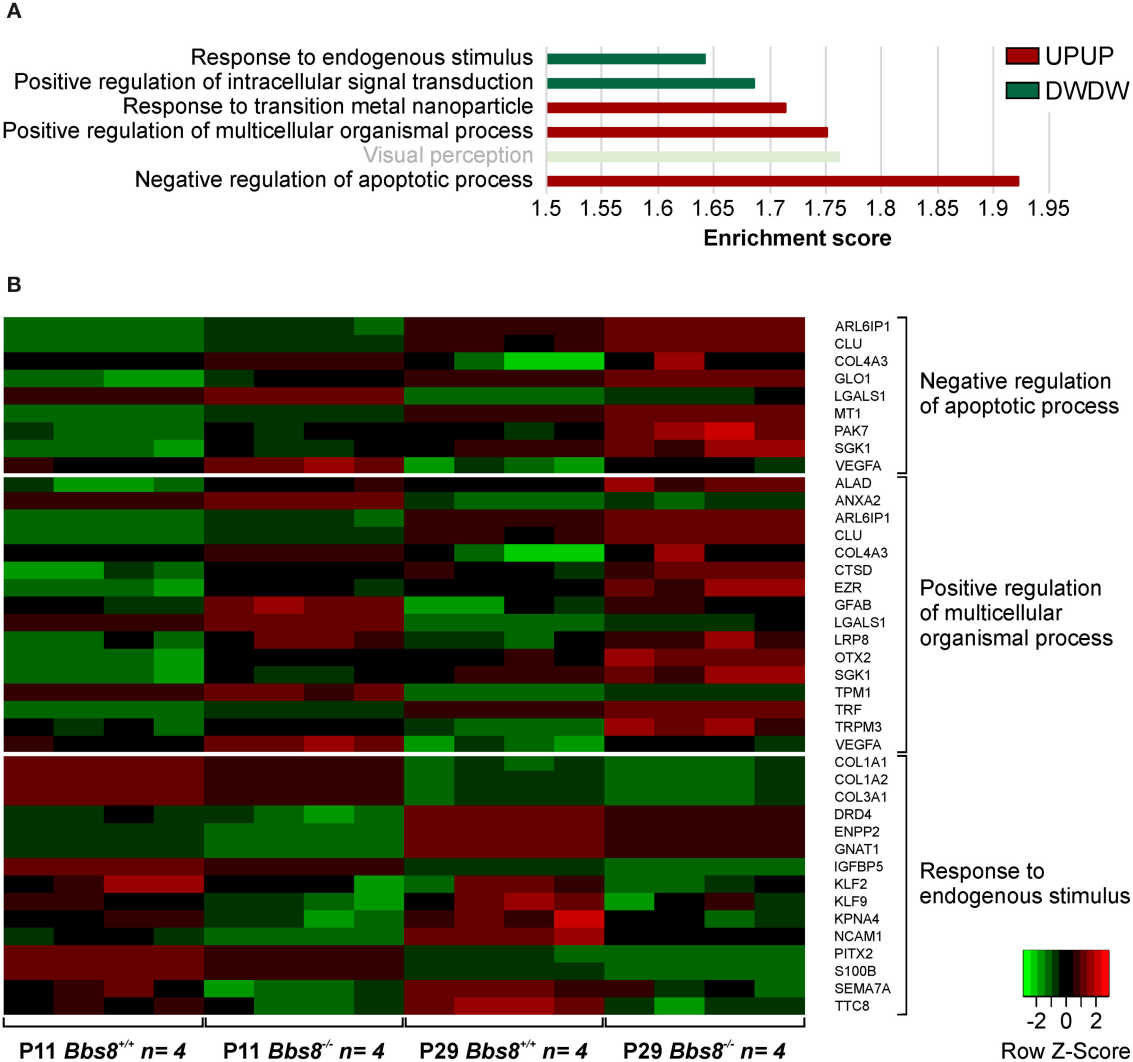
GOEA of commonly regulated DEGs from *Bbs8*^−/−^ RPE at P11 and P29. **(A)** We identified three clusters of Biological processes (BP) that were significantly up-regulated and three that were significantly down-regulated at both time points. Terms are ranked according to the Enrichment score of each BP cluster. Light bright green bar denotes photoreceptor-specific genes. DW, down-regulated; UP, up-regulated. **(B)** Heatmap of differentially regulated genes associated with processes in A.

### Proteomic Analysis of *Bbs8-*Deficient RPE Suggests Loss of Functionality

To better investigate the phenotypic consequences associated with Bbs8 depletion, we performed mass spectrometry-based quantitative proteomics. We analyzed RPE cells isolated from *Bbs8*^−/−^ and *Bbs8*^+/+^ mice at P11 and P29. At both time points, a significant mis-regulation of the proteome was observed. In agreement with the transcriptomic analysis, we observed more mis-regulation in P29 *Bbs8*^−/−^ RPE even at protein level. In *Bbs8*^−/−^ at P11 we detected ten proteins down-regulated and only one up-regulated (Figure 5A, Supplementary Table 9). Several of these down-regulated proteins were associated with photoreceptor outer segment (POS) processes. Since many of these proteins are not significantly changed at the transcript level it suggests that they might come from POS. Their down-regulation in the mutant might be due to alteration in POS processing in the RPE, in defects in the POS phagocytosis or both cellular processes. This last possibility is particularly attractive, because RPE cells begin to extend their microvilli by P5 to phagocytize shed POS around P11 (Mazzoni et al., 2014). Concordantly, our data also showed an increase in the protein expression of mitochondrial transcription factor A (Tfam). This data further indicated that Bbs8^−/−^ RPE showed a defect in the differentiation since, previous reports have highlighted the relevance of Tfam up-regulation in modulating cell differentiation (Collu-Marchese et al., 2015; Agostini et al., 2016).

**Figure 5:**
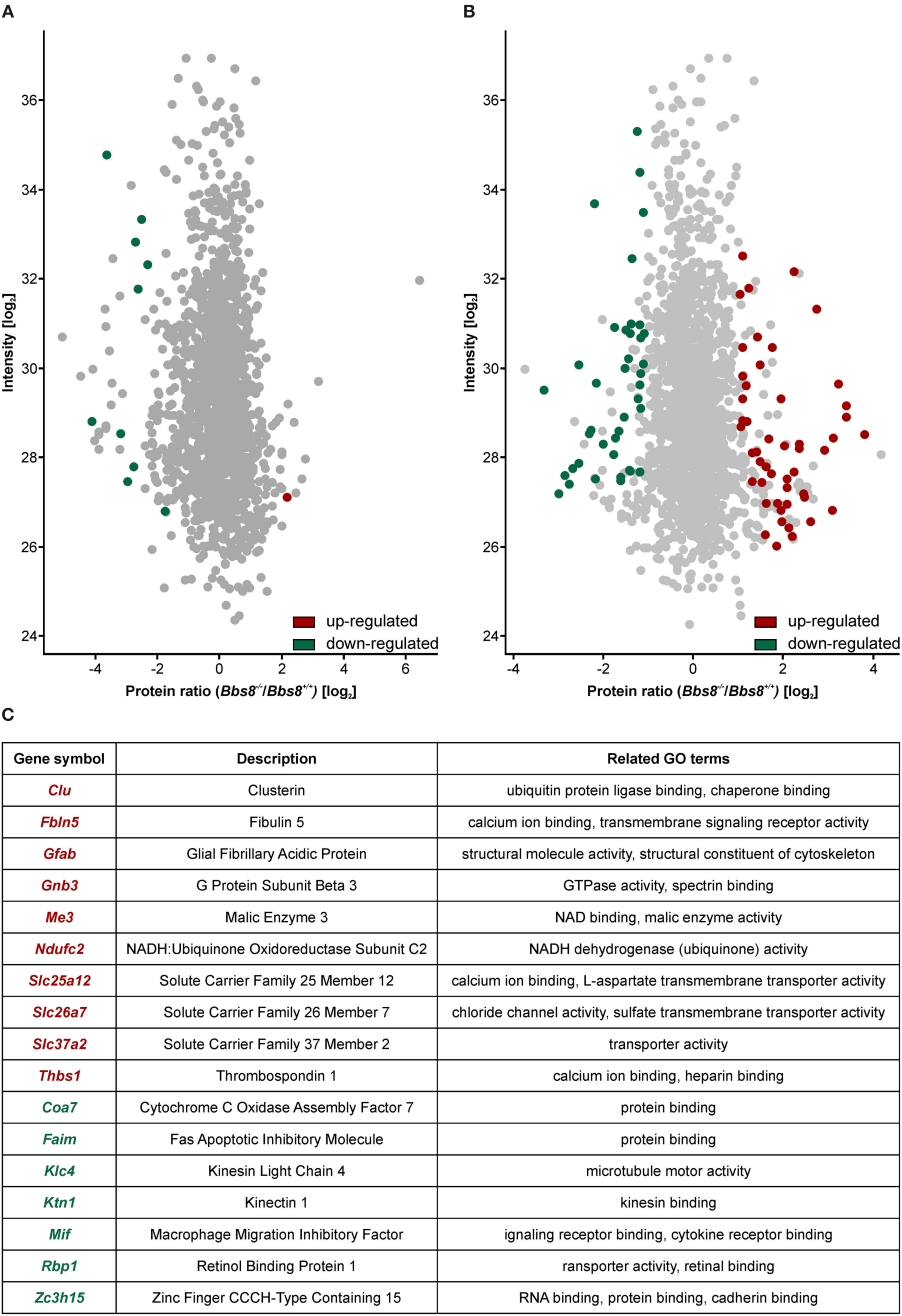
Proteomic analysis shows an increase in mis-regulated proteins in P29 *Bbs8*^−/−^ RPE. **(A)** Volcano plot showing significantly up-regulated (red) and down-regulated (green) proteins in P11 *Bbs8*^−/−^ RPE compared to controls. **(B)** Volcano plot showing significantly up-regulated (red) and down-regulated (green) proteins in P11 *Bbs8*^−/−^ RPE compared to controls. **(C)** Comparison of Proteome and Transcriptome data. Chart shows commonly up or down-regulated molecules at P29 with gene symbols, descriptions and related GO terms.

At P29, 50 proteins were up-regulated and 40 down-regulated (Figure 5B, Supplementary Table 9). To gain insight into differentially regulated processes, we performed an enrichment analysis of the significantly dysregulated proteins. At P11 there were not enough molecules to perform enrichment analysis. At P29 we found integrin binding (GO:0005178) significantly mis-regulated, including adhesion proteins such as Paxillin, Thrombospondin, and Vitronectin. This data may suggest defects in cellular adhesion. In an attempt to consolidate our transcriptomic and proteomic datasets, we looked for overlapping molecules (transcripts/proteins). At P11 only one molecule (Gnat) was down-regulated in both data sets. At P29, ten molecules were up-regulated in both data sets whilst seven were down-regulated (Figure 5C). These include molecules involved in metabolism and cytoskeletal components. 

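The transcripts of these 17 molecules were tested at P29, and the protein side is the paper's. The molecules were selected by the paper's own transcript calls on these libraries, so the shared direction of their transcripts is no independent evidence. All 10 up-regulated molecules had a higher transcript level in *Bbs8*-/- RPE (log2 fold changes from 0.33 to 2.65), and 9 were past an adjusted p of 0.05. All 7 down-regulated molecules had a lower transcript level, and 3 were past it. Requiring a fold change of at least 1.2 moved the total of 12 most, to 7. Among the up-regulated transcripts, the log2 fold change was 2.65 for *Gnb3* (adjusted p = 2.05e-18), a gene that is also in the list of cone photoreceptor genes. It was 1.36 for *Thbs1* (adjusted p = 1.22e-12), 1.23 for *Slc37a2* (adjusted p = 8.35e-05), 1.09 for *Slc26a7* (adjusted p = 1.37e-12) and 0.80 for *Me3* (adjusted p = 0.00265). Smaller rises were found for *Fbln5* (0.47, adjusted p = 0.00779) and *Ndufc2* (0.40, adjusted p = 0.00302), while *Slc25a12* (0.33, adjusted p = 0.0782) was not past the threshold. Among the down-regulated transcripts, *Faim* (ENSMUSG00000032463) fell from 116 ± 11.4 to 45.0 ± 6.49 CPM (SD, n = 4), a log2 fold change of −1.37 (adjusted p = 2.31e-09). *Coa7* changed by −0.75 (adjusted p = 0.0339) and *Ktn1* by −0.40 (adjusted p = 0.00254). *Klc4* (−0.35, adjusted p = 0.121), *Zc3h15* (−0.27, adjusted p = 0.119) and *Mif* (−0.20, adjusted p = 0.0785) were lower and not past the threshold. *Fbln5*, *Ndufc2* and *Ktn1* did not pass it with the coefficient of variation fixed at 0.2, and under scaling by library size alone *Coa7* did not. For *Thbs1* 1 *Bbs8*-/- library and for *Faim* 1 *Bbs8*+/+ library lay above the others of its genotype. The genotypes did not overlap for 9 of the up-regulated and 4 of the down-regulated transcripts.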

The proteomic data set at P29 contained at least eight other up-regulated proteins involved in metabolism (Atp5j, Cox5b, Slc25a11, Ndufa9, Timm9, Mtch1, Isca2, Timm8a1). It also contained other down-regulated cytoskeletal proteins associated with adhesion (Paxillin, Palmd, Limch1, Pdlim2, Ermn, Cttn). The mis-regulation of this subset of proteins is indicative of significant metabolic or physiologic changes likely affecting function and not just a delay in maturation in the RPE upon loss of Bbs8.

### Loss of *Bbs8* Results in Defective RPE-Cell Morphology

Since several dys-regulated molecules were involved in adhesion, and RPE function is critically dependent on a tightly connected monolayer epithelium, we examined RPE cellular morphology and patterning in RPE flatmount preparations from *Bbs8*^−/−^ and *Bbs8*^+/+^ mice. We stained for F-actin, a cytoskeletal marker, and zonula occludens-1 (ZO-1), a tight junction protein, at different time points (P0, P11, P29, and P81) (Figure 6A). From P11 onwards, we observed a progressive loss of the typical hexagonal, honeycomb-like structure in *Bbs8*^−/−^ RPE cells compared to control. This morphological phenotype was accompanied by discontinuous staining of both F-actin and ZO-1 markers (arrowheads). Morphology of the RPE cells was significantly impaired and culminated in evident distortion or complete disruption of cytoplasmic membranes (asterisks) at P81. In contrast to this, cellular morphology in the control flatmounts remained consistent as the tissue aged (Figure 6A).

**Figure 6:**
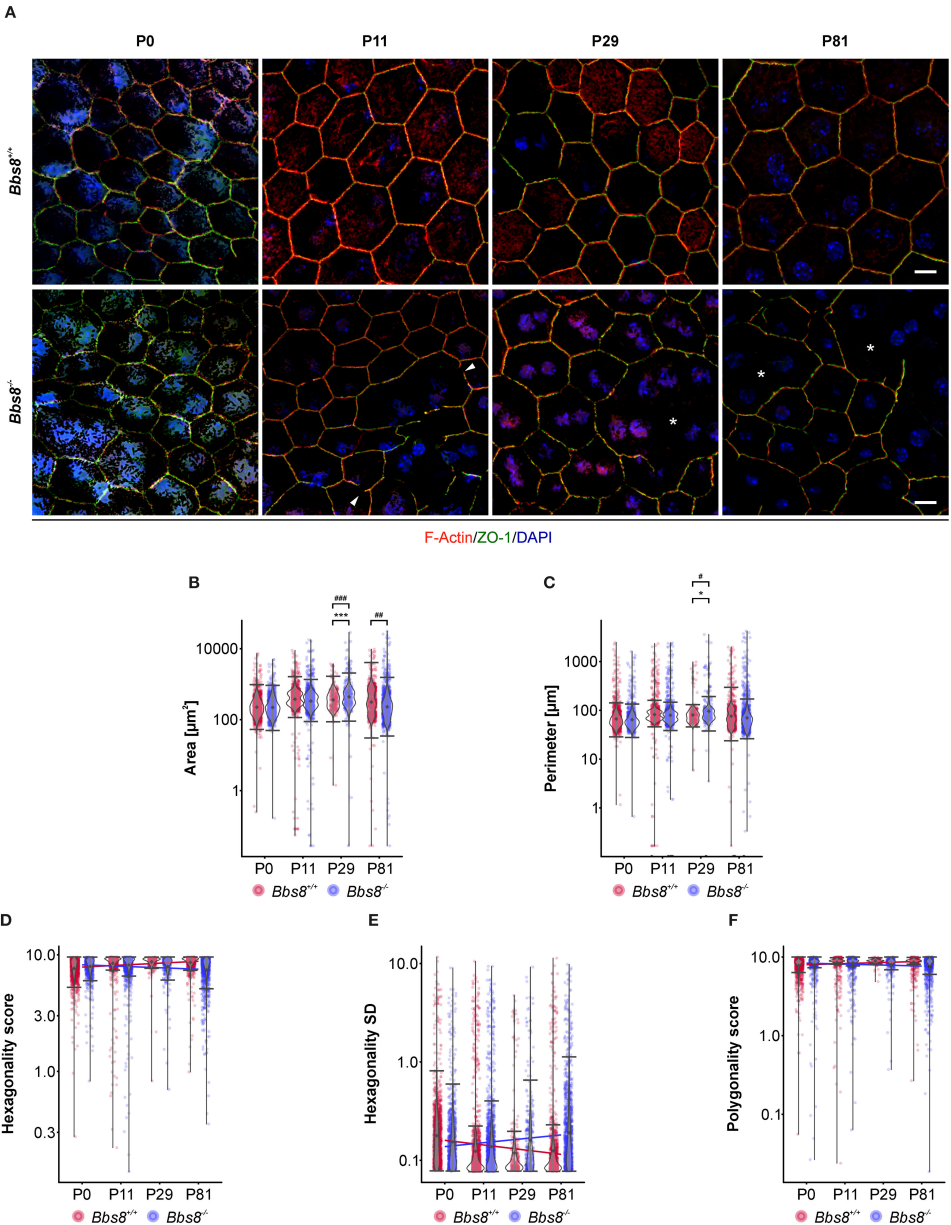
Cell morphological defects are seen in *Bbs8*-deficient RPE. **(A)** Representative images of RPE flatmounts stained for F-actin (red) and ZO-1 (green) to visualize cytoskeleton and cell membrane. DAPI was used to stain nuclear DNA. P11 *Bbs8*^−/−^ RPE shows discontinuous membrane staining (arrowheads). Starting in P29 *Bbs8*^−/−^ RPE shows larger areas of RPE cells with distorted or even completely disrupted cell membranes (asterisks). Scale bars: 10 μm. **(B–F)** Quantification of cell morphology parameters. Statistical analysis is described in methods. **(B)** Comparison of cell area of *Bbs8*^−/−^ and *Bbs8*^+/+^ RPE cells reveals an increase of the mean (*p* = 6.43 x 10^−45^) and the variance (*p* = 5.28 x 10^−52^) of P29 *Bbs8*^−/−^ RPE cells and an increase of variance (*p* = 0.0013) of P81 *Bbs8*^−/−^ RPE cells. **(C)** Comparison of cell perimeter of *Bbs8*^−/−^ and *Bbs8*^+/+^ RPE cells reveals an increase of the mean (*p* = 0.0342) and the variance (*p* = 0.0272) of P29 *Bbs8*^−/−^ RPE cells. **(D)** Comparison of hexagonality score of *Bbs8*^−/−^ and *Bbs8*^+/+^ RPE cells. The blue line depicts a trend toward cells being less hexagonal in the mutant over time. The opposite trend (red line) is observed in *Bbs8*^+/+^ RPE. **(E)** The standard deviation of the hexagonality score trends upwards in the mutant (blue line). The opposite trend is observed in *Bbs8*^+/+^ RPE (red line). **(F)** Comparison of polygonality score of *Bbs8*^−/−^ and *Bbs8*^+/+^ RPE cells reveals a trend to more polygonal cells in *Bbs8*^−/−^ RPE with higher age (blue line). The opposite trend is observed in *Bbs8*^+/+^ RPE (red line). (*n*: P0 *Bbs8*^+/+^ = 1,492 cells, P0 *Bbs8*^−/−^ = 1,030 cells, P11 *Bbs8*^+/+^ = 1,536 cells, P11 *Bbs8*^−/−^ = 1,755 cells, P29 *Bbs8*^+/+^ = 331 cells, P29 *Bbs8*^−/−^ = 383 cells, P81 *Bbs8*^+/+^ = 1,128 cells, P81 *Bbs8*^−/−^ = 1,315 cells) Significance levels: mean: > 0.05 not significant (ns), ≤0.05*, ≤0.01**, ≤0.001***; variance: > 0.05 not significant (ns), ≤0.05#, ≤0.01##, ≤0.001###.

To investigate this further we assessed cellular morphology changes via high-content image analysis. Due to the nature of the disrupted morphology encountered in the mutant samples, damaged areas could not be included in the automatic software analysis (for an example see Supplementary Figure 1G). Epithelial parameters included area, perimeter, hexagonality, polygonality, eccentricity, and number of neighbors (Figures 6B–F, Supplementary Figures 1A–F). Even without the damaged regions, quantification of area revealed that *Bbs8*^−/−^ RPE cells were significantly larger compared to controls at P29, and the variance in cell area was significantly increased at P29 and at P81 (Figure 6B). P29 *Bbs8*^−/−^ RPE also showed a significant increase in cell perimeter and in the variance of cell perimeter (Figure 6C). Although not statistically significant, we observed that *Bbs8*^−/−^ RPE cells were becoming less hexagonal with age, which is opposite to normal *Bbs8*^+/+^ RPE (Figure 6D). A similar trend was observed with the Hexagonality SD (standard deviation) (Figure 6E). Although the majority of RPE cells lose their cilium as the tissue matures, these findings indicate that either ciliary function, even in just a small percentage of cells, is continuously required for maintenance of epithelial morphology. Alternatively, a subset of ciliary proteins (in particular the BBS proteins) may have additional alternative functions affecting cellular morphology.

### Loss of *Bbs8* Leads to Functional RPE Defects

Disrupted morphology can consequently lead to a loss of polarization, which is essential for RPE functionality. In the RPE, apical microvilli are intricately connected to the adjacent POS and are indispensable for retinal homeostasis. Ezrin, a member of the Ezrin/Radixin/Moesin (ERM) family, is a key marker for microvilli, found in epithelial microvilli, where it bridges the actin cytoskeletal filaments and the cell membrane (Bonilha et al., 2006; Ohana et al., 2015). 

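The ezrin gene *Ezr* (ENSMUSG00000052397) lies on chromosome 17 of GRCm38 from 6738041 to 6782784, on the reverse strand. At P29 its transcript level was 775 ± 33.9 CPM (SD, n = 4) in *Bbs8*+/+ RPE and 937 ± 63.8 CPM (SD, n = 4) in *Bbs8*-/- RPE. The log2 fold change of *Ezr* was 0.27 (standard error 0.0719, adjusted p = 0.00727 from edgeR's quasi-likelihood test). All 4 *Bbs8*-/- libraries lay above all 4 *Bbs8*+/+ libraries (two-sided exact permutation test, p = 0.0286). Leaving out each library in turn kept the log2 fold change between 0.25 and 0.32, with a largest adjusted p of 0.0411. With the coefficient of variation between libraries fixed at 0.2, the adjusted p was 0.406, and over the alternatives run for this gene it ranged from 3.09e-04 to 0.406.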

With *Bbs8* deletion *Ezrin* transcripts were significantly up-regulated, in contrast to down-regulation at the proteomic level at both ages. This might suggest a possible compensatory regulatory effect due to dysfunctional protein, in which the absence of a functional protein stimulates the cell to increase transcription (negative feedback). We stained *Bbs8-*deficient RPE flatmounts with anti-phospho-Ezrin(Thr567)/Radixin(Thr564)/Moesin(Thr558) (p-ERM), which marks functional Ezrin at apical microvilli (Ohana et al., 2015). In P11 *Bbs8*^−/−^ RPE, we observed decreased p-ERM staining compared to control, although occasionally there was irregular accumulation at the apical surface (Figure 7A arrowheads, Supplementary Figure 2 arrowheads). At a later time point (P81) p-ERM was predominantly absent (Figure 7A) which suggests a worsening of apical microvilli formation in *Bbs8-*deficient RPE as already described at P0 (May-Simera et al., 2018).

**Figure 7:**
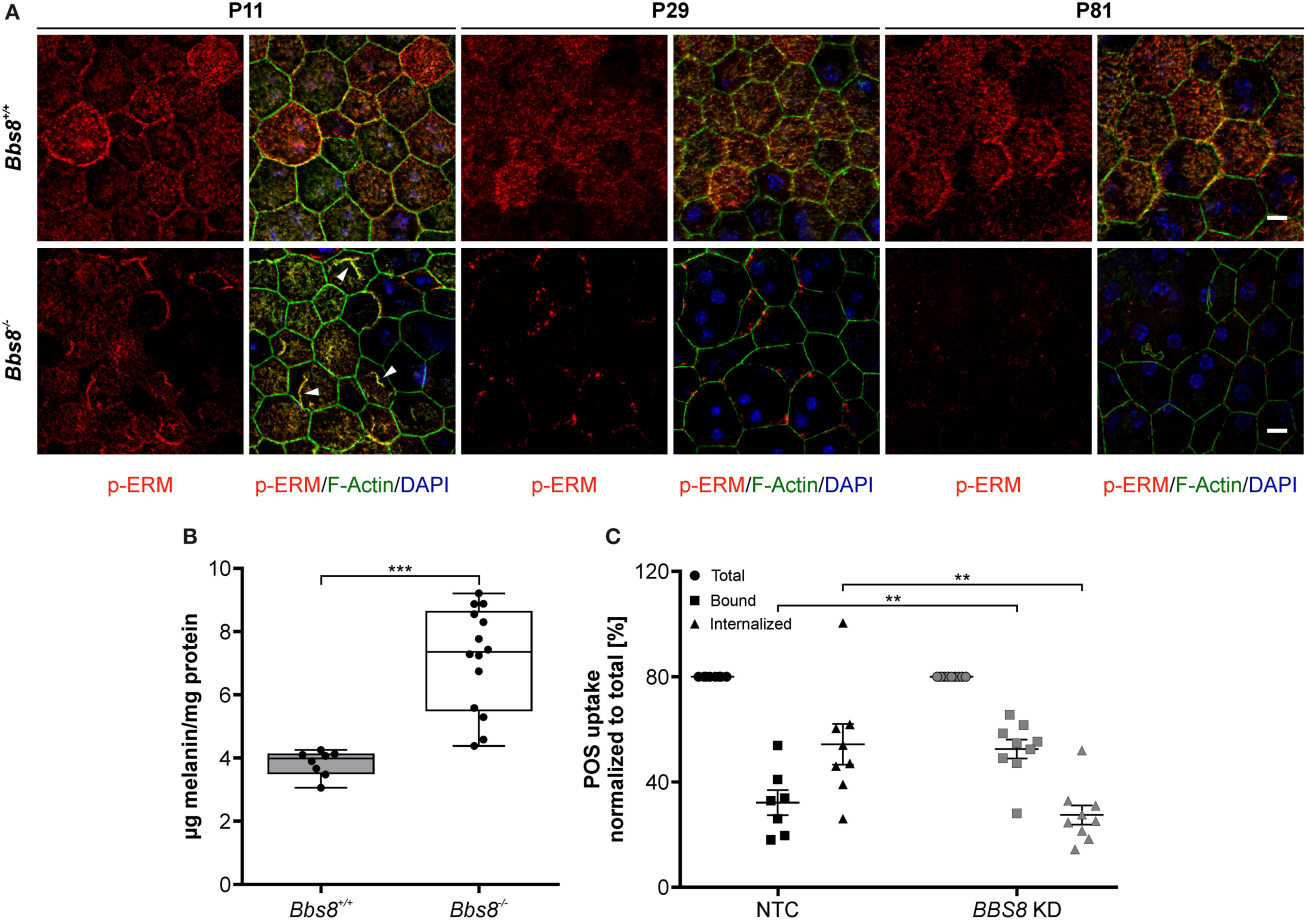
Deletion of *Bbs8* leads to defects in RPE function**. (A)** Representative images of RPE flatmounts stained for p-ERM (red) and F-actin (green) to visualize apical microvilli and the cytoskeleton. DAPI was used to stain nuclear DNA. P11 *Bbs8*^−/−^ RPE shows abnormal accumulations of p-ERM staining (arrowheads). Staining of p-ERM is dramatically reduced as the tissue ages. *Bbs8*^+/+^ RPE shows consistent staining at all ages. Scale bars: 10 μm. **(B)** Retinal adhesion assay. Quantification of melanin attached to the retina is significantly increased in P16 *Bbs8*^−/−^ compared to controls (*p* < 0.0001). Statistical analysis was performed using ROUT test (Q = 0.1 %) identified 2 outliers before using unpaired *t*-test (*n*: *Bbs8*^−/−^ = 14, *Bbs8*^+/+^ = 8). **(C)** Phagocytosis assay. Quantification of photoreceptor outer segments (POS) uptake reveals a significant increase in bound POS (*p* = 0.0025) and a significant down-regulation in internalized POS (*p* = 0.0025) in *BBS8 KD* ARPE-19 cells compared to controls. Statistical analysis was performed using ROUT test (Q = 10%) identified 1 outliers before doing a one-way ANOVA and Tukey *post-hoc* test (*n*: *BBS8 KD* = 9, *NTC* = 7–8). Significance levels: ≤0.01**, ≤0.001***.

Defective apical microvilli undoubtedly have a consequent effect on the functional connection between RPE and POS. To verify this, we assessed the retinal adhesion between RPE and adjacent retina at P16. We quantified the amount of melanin in RPE apical microvilli still attached to the retina after it is mechanically separated from the RPE. Compared to controls, *Bbs8*^−/−^ retina showed higher concentration of melanin, this could mean that despite apical microvilli abnormalities, retinal adhesion was stronger or that there was defective directional movement of melanosomes back to the cell body (Figure 7B). To further investigate RPE function upon loss of *Bbs8*, we performed a phagocytosis assay on *BBS8 KD* ARPE-19 cells using siRNA. Due to the volume of material required and difficulty in obtaining *Bbs8*^−/−^ material, it was not possible to perform this assay in primary RPE cultures. We adapted a protocol previously described by Nandrot et al. (2007). *BBS8* knockdown was optimized and validated using qPCR (Supplementary Figure 3A) and assay conditions were tested prior to performing the experiments (Supplementary Figure 3B). *BBS8 KD* ARPE-19 cells showed significant up-regulation of bound POS compared to control, although the internalization, or more specifically the phagocytosis, of POS was significantly decreased in *BBS8 KD* cells (Figure 7C). Combined this data shows that loss of *Bbs8* disrupts processes involving functional apical processes.

### Loss of *Bbs8* Induces EMT-Like Traits in the RPE

Previous studies have shown that ciliary mutations induce epithelial-to-mesenchymal transition (EMT) in other organs and tissues, including epicardial tissue, kidney epithelial cells, and pancreatic β-cells (Guen et al., 2017; Blom and Feng, 2018; Han et al., 2018; Volta et al., 2019). EMT denotes the trans-differentiation of epithelial cells into mesenchymal cells and is manifested by loss of cell junctions and apical-basal polarity, as well as reorganization of the cytoskeleton and changes in signaling and gene expression associated with cell shape (Lamouille et al., 2014). Since our omics data showed differential expression of molecules involved in adhesion and polarization and our patterning data identified changes in cell morphology, we looked specifically for EMT-related changes upon loss of *Bbs8*. Virtually all GO terms associated with differentially expressed genes that were initially down-regulated at P11 and then up-regulated at P29 were associated with EMT-related processes (Figure 8A). Similarly, a heatmap visualizing genes involved specifically in EMT revealed an up-regulation at P29, although not at P11 (Figure 8B). 

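Of the 280 genes tested at P29 that are in the paper's list of down-regulated genes at P11, 34 were up-regulated at P29. This is more than the share among the other tested genes (odds ratio 2.46, two-sided Fisher's exact test, p = 1.22e-05). The P11 direction of these genes is the paper's, and their GO terms were not recomputed.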

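All 13 genes of Figure 8B were higher in *Bbs8*-/- RPE at P29, with log2 fold changes from 0.32 to 2.37. The figure shows genes the paper called on these same libraries, so their shared direction and lack of overlap are no independent evidence. Of the 13 genes, 8 were past an adjusted p of 0.05, and the genotypes did not overlap for 10. The count was 3 when a fold change of at least 1.2 was required and 13 with the coefficient of variation fixed at 0.1. The genes past the threshold, with the log2 fold change and adjusted p of each in parentheses, were *Hey2* (2.37, 0.0414), *Tgfb2* (1.19, 2.22e-05), *Acvr1* (1.17, 0.0363), *Vasn* (0.79, 1.02e-05) and *Gja1* (0.56, 1.35e-04), followed by *Sdcbp* (0.47, 3.08e-04), *Sox9* (0.32, 0.00578) and *Sfrp1* (0.32, 0.00396). *Tgfb2* (ENSMUSG00000039239) rose from 27.4 ± 3.28 to 62.4 ± 17.3 CPM (SD, n = 4). *Hey2*, with 1.04 ± 0.894 CPM in *Bbs8*+/+ and 5.53 ± 2.83 CPM in *Bbs8*-/- RPE, was close to the floor of the libraries. *Sdcbp*, *Sox9* and *Sfrp1* did not pass the threshold with the coefficient of variation fixed at 0.2, and for *Sox9* 1 *Bbs8*+/+ library lay below the others. *Nfatc1* (1.04, adjusted p = 0.0785), *Tgfbr1* (0.93, adjusted p = 0.112), *Axin2* (0.86, adjusted p = 0.0831), *Vangl2* (0.77, adjusted p = 0.127) and *Bcl9l* (0.34, adjusted p = 0.0691) were higher and not past it. From the GO terms of Figure 8A, together with earlier findings on primary cilia signaling in other tissues, the paper proposes that loss of *Bbs8* might induce an EMT-like phenotype. For this the paper also draws on the heatmap of Figure 8B and on quantitative PCR of EMT hallmark genes in eyecups. Further evidence in the paper is the staining of Snail, the cell morphology and the ciliation. The quantitative PCR and the imaging data were not analysed here.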

To support our transcriptomic data, we performed qPCR of EMT hallmark genes in *Bbs8*^−/−^ eyecups. Changes in the gene expression of the EMT transcription factor Snail have previously been detected in RPE cells undergoing EMT (Tamiya and Kaplan, 2016). Increased Snail is known to repress expression of E-cadherin and claudins (Lamouille et al., 2014). Furthermore, ZO-1 expression has been shown to be reduced upon EMT (Lamouille et al., 2014). In agreement with these observations, our qPCR data showed a shift toward an EMT-like state between P11 and P29 (Figure 8C). At P11 we saw a significant down-regulation of *Snail*, which accompanied a trend toward up-regulation of *Cldn19* and *Tjp1* and a significant induction of *Cdh1* compared to controls. In contrast, at P29 we detected a significant induction of *Snail* correlated to the significant down-regulation of *Cdh1* and *Tjp1*, together with a trend toward a down-regulation of *Cldn19* compared to controls. These opposite effects of EMT hallmark gene expression between P11 and P29 further supports the possibility that these alterations are mediated by the development of EMT-like characteristics over time. This finding is consistent with the observed progression of disrupted RPE cell morphology (Figure 6). In further demonstration that disrupted regions in the RPE could be linked to EMT, we stained P11 RPE flatmounts for Snail and observed an increase in Snail expression in mutant cells with disrupted morphology (Figure 8D, Supplementary Figure 4A). Snail expression was mostly localized to the nucleus in damaged areas and was not detected in control tissue.

**Figure 8:**
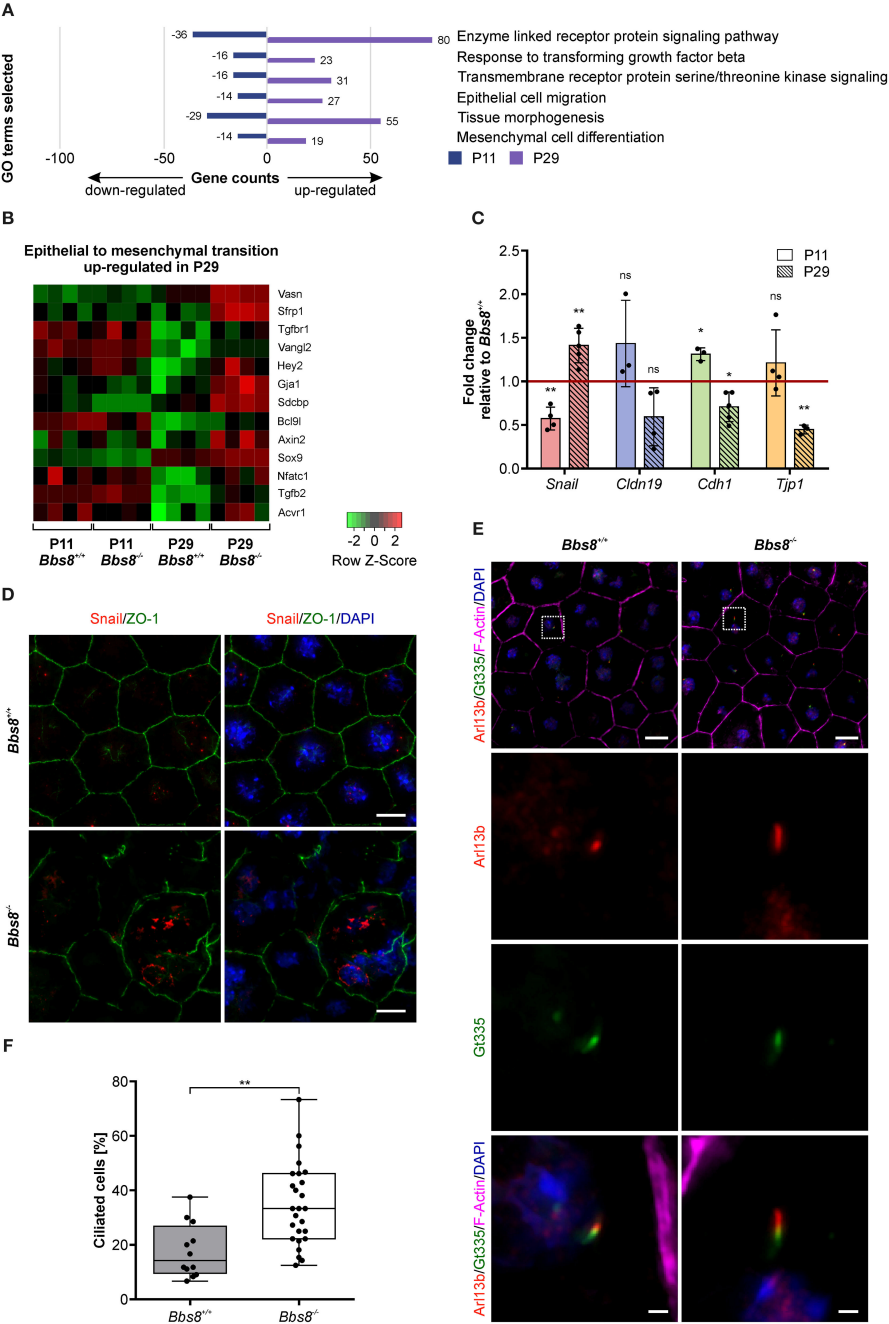
Loss of *Bbs8* induces EMT- like traits in the RPE. **(A)** GO terms associated with differentially expressed genes that were initially down-regulated at P11 and then up-regulated at P29. **(B)** Heatmap showing DEGs associated with epithelial-to-mesenchymal transition in the four experimental groups. *shi* **(C)** Quantitative gene expression shows a shift toward EMT-like associated gene expression profiles between P11 and P29. *Snail* expression shifts from down-regulation at P11 (*p* = 0.0073) toward up-regulation at P29 (*p* = 0.0096). Expression of *Cldn19, Cdh1*, and *Tjp1* shifts from an up-regulation (*Cldn19: p* = 0.2681*, Cdh1: p* = 0.0180 and *Tjp1: p* = 0.3439) at P11 toward a down-regulation at P29 (*Cldn19: p* = 0.0919*, Cdh1: p* = 0.0189 and *Tjp1: p* = 0.0028) (P11 n: *Bbs8*^−/−^ = 3–4, *Bbs8*^+/+^ = 4; P29 *n*: *Bbs8*^−/−^ = 3–5, *Bbs8*^+/+^ = 3–5). Statistical analysis was performed using one sample *t*-test. *Cdh1: E-cadherin, Cldn19: Claudin 19, Snail: Snail, Tjp1: tight-junction protein 1*. **(D)** Representative images of P11 RPE flatmounts stained for Snail (red) and ZO-1 (green). DAPI was used to stain nuclear DNA. P11 *Bbs8*^−/−^ RPE shows an increase in Snail expression especially in cells with disrupted morphology. Scale bars: 10 μm. **(E)** Representative images of RPE flatmounts at P29, stained for primary cilia using Arl13b (red) and Gt335 (green). F-Actin (magenta) was stained to visualize the cytoskeleton and DAPI was used to stain nuclear DNA. Higher magnifications are indicated in the image by a square. Scale bars: 10 μm, higher magnifications 1 μm. **(F)** Quantification of ciliated cells in P29 *Bbs8* RPE showing a significant increase in ciliation in *Bbs8*-deficient RPE compared to control (*p* = 0.0011) (*n*: *Bbs8*^−/−^ = 4 eyes, 340 cells, *Bbs8*^+/+^ = 2 eyes, 157 cells). Statistical analysis was performed using unpaired *t*-test. Significance levels: > 0.05 not significant (ns), ≤ 0.05*, ≤ 0.01**, ≤ 0.001***.

EMT denotes the trans-differentiation from an epithelial to a mesenchymal cell (Ohlmann et al., 2016). This process includes de-differentiation, as well as *de novo* differentiation of cells of an epithelial cell layer. EMT has been linked to primary ciliogenesis as a mechanism of EMT programs (Guen et al., 2017) therefore, we examined ciliation in our mutant tissue. Primary cilia were identified via co-localization of ciliary membrane marker Arl13b and transition zone marker Gt335. To denote a true primary cilium, Arl13b staining must extend beyond Gt335 staining (Figure 8E). We had previously shown that the percentage of ciliated cells in mouse RPE is transient and reduces to under 20% in mature RPE. Similarly, we found that at P29 around 15% of control RPE cells were ciliated. In *Bbs8*^−/−^ RPE we observed a significant increase with almost twice as many ciliated cells (Figure 8F). In *Bbs8*^−/−^ RPE we also observed cilia at P81, whereas these were never detected in controls (Supplementary Figure 4B). This increase in ciliation in *Bbs8*^−/−^ RPE might be consistent with a failure of ciliary disassembly since we had previously seen a similar level of ciliation in in *Bbs8*^−/−^ RPE at E16.5, and could contribute to the development of a possible EMT-like phenotype observed at P29.

## Discussion

Ciliary mutations lead to a range of pathological phenotypes with retinal dystrophy being one of the most common. Not only do they cause syndromic retinal disorders, but they also underlie numerous non-syndromic retinal dystrophies and a large proportion of genes associated with vision loss directly encode ciliary proteins (https://sph.uth.edu/Retnet/). So far, most research on these retinopathies has focused on the highly specialized primary cilium of the photoreceptors, which undoubtedly plays a significant role in disease progression. However, there is little information available on the contribution of dysfunctional ciliary proteins in other ocular cell types (May-Simera et al., 2017, 2018). The RPE is a ciliated epithelial monolayer intercalated between the choriocapillaris and the retina and is indispensable for photoreceptor health and function (Strauss, 2005; May-Simera et al., 2018). Due to the close interaction between the RPE and the photoreceptors of the retina, they are often considered as a functional unit. We recently showed that primary cilia in the RPE are required for its maturation (May-Simera et al., 2018; Patnaik et al., 2019). Here we demonstrate that, upon ciliary disruption via deletion of *Bbs8*, the RPE never fully matures and exhibits phenotypic defects that affect RPE function even before adjacent photoreceptors have differentiated. This developmental defect is supported by a number of observations. Deletion of *Bbs8* leads to changes in gene and protein expression not only involving signaling pathways and developmental processes, but also at a later time point RPE homeostasis and function. Differentially regulated molecules affecting the cytoskeleton and cellular adhesion led to defective cellular polarization and morphology consequently disrupting phagocytic functions. Our combinatorial “omics” approach (QuantSeq 3′ mRNA sequencing and Mass spectrometry) strongly supported our *in vivo* data and highlights the value of multi-omic approaches in identifying *in vivo* molecular mechanisms in the RPE.

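In the P29 libraries, 46 photoreceptor genes of a marker list together took 7.60% ± 0.123 (SD, n = 4) of the counts in *Bbs8*+/+ and 3.55% ± 0.0448 (SD, n = 4) in *Bbs8*-/- libraries, a log2 ratio of −1.10. The genotypes did not overlap (two-sided exact permutation test, p = 0.0286, adjusted over 13 marker lists 0.0464). Of the 46 genes, 33 were down-regulated and 6 up-regulated. Lens genes took 0.389% ± 0.00887 and 0.0715% ± 0.00313 of the counts, and erythrocyte genes 0.525% ± 0.0169 and 0.221% ± 0.00887, again without overlap between genotypes (two-sided exact permutation test, p = 0.0286 for each). Genes of bipolar and amacrine cells, which mark the inner retina, took 0.0497% ± 0.000724 and 0.0512% ± 0.00310, a difference smaller than the spread between *Bbs8*-/- libraries (two-sided exact permutation test, p = 0.571).

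**Figure D2:**
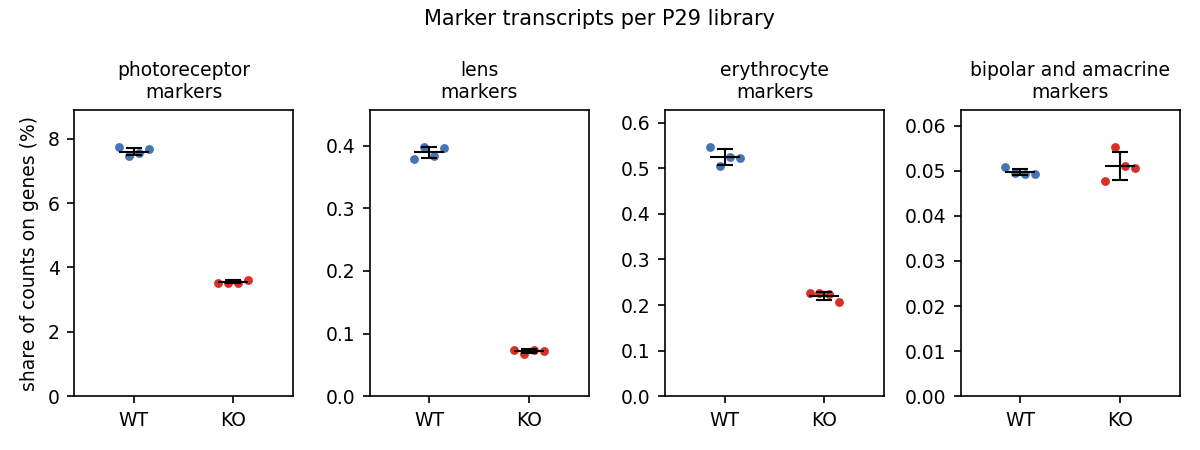
Percent of each library's counts on photoreceptor, lens, erythrocyte, and bipolar and amacrine genes at P29, with a point per library and the mean ± SD of the 4 *Bbs8*+/+ and the 4 *Bbs8*-/- libraries. The photoreceptor share falls from a mean of 7.60% to 3.55%, while the bipolar and amacrine shares overlap.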

Importantly, as RPE and photoreceptor cells are in close physical contact to each other, we noticed contamination of photoreceptor tissue. The latter may arise from an alteration of extracellular matrix between photoreceptor and RPE and/or precocious degeneration events in the outer segments of Bbs8^−/−^ photoreceptors. 

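Under the first term of the paper's down-regulated cluster for sensory perception of light stimulus at P29 (Supplementary Table 7), 55 listed genes were tested. Of these, 48 were down-regulated here, with a median log2 fold change of −1.0, and 34 of the 55 are in the photoreceptor or lens marker lists. For detection of light stimulus, 19 of 19 tested genes were down-regulated (median −1.11), 11 of them in those lists. For photoreceptor cell maintenance, 16 of 17 were down-regulated (median −0.81), 9 of them in those lists. The direction was not shared by all photoreceptor genes. All 13 rod genes tested were lower in *Bbs8*-/- libraries, with a median of −1.33, whereas 9 of 10 cone genes were higher, with a median of 0.80, in a division into rods and cones made after the values were seen. Among these, *Opn1sw* had a log2 fold change of 0.76 (adjusted p = 3.68e-05), *Gngt2* of 1.14 (adjusted p = 4.37e-04) and *Pde6h* of 1.21 (adjusted p = 0.00115).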

In particular, at P29 we found changes involved in sensory perception of light stimulus in the RPE in the Bbs8^−/−^ mouse. Although this might be attributable to contamination events, it is also in accordance with recent data published by Liu et al. (2019), which highlighted the capacity of not completely differentiated RPE to produce essential visual cycle genes (Liu et al., 2019). Interestingly, in the proteomic data at P11 we found several photoreceptor outer segment (POS) proteins to be down-regulated compared to control. Since most of these are not significantly changed at the transcript level, it suggests that these do indeed come from POS in the control. This might be due to alteration in POS processing in the RPE or due to defects in the POS phagocytosis. It could also suggest a technical difference in that the preparations from control animals had closer attachment to the outer segments, thereby leaving more contamination upon separation. This in turn could represent a defect in the OS, but also a loss of attachment between the RPE and OS in the mutant animals.

Extrapolating from these, it would suggest that the P11 transcript changes are mostly RPE specific and strongly support an alteration in RPE differentiation and function. Furthermore, the availability of comparable gene expression level for a large number of RPE-specific genes rendered our results robust with regard to contaminant variation. Moreover, the majority of mis-regulated genes were exclusively involved in RPE polarization and function, rather than to a generic RPE gene expression changes.

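Of the 154 RPE signature genes tested at P29, 120 (77.9%) had a log2 fold change between −0.5 and 0.5, and 117 were not differentially expressed. Among 12 marker genes of the RPE, which took 3.67% ± 0.0652 (SD, n = 4) of the counts in *Bbs8*+/+ and 4.93% ± 0.156 (SD, n = 4) in *Bbs8*-/- libraries, 4 were up-regulated and 3 down-regulated, with a median log2 fold change of −0.08. Scaled by library size alone, that median was 0.01. *Rpe65* (ENSMUSG00000028174) had a log2 fold change of −0.24 (adjusted p = 4.66e-04), *Rdh5* of −0.26 (adjusted p = 8.93e-04) and *Stra6* of −0.43 (adjusted p = 3.34e-04). *Ttr* (ENSMUSG00000061808) rose from 20970.3 ± 541 to 31805 ± 1403 CPM (SD, n = 4), a log2 fold change of 0.60 (adjusted p = 3.42e-16), and *Slc16a8* rose by 0.37 (adjusted p = 3.87e-04). *Rlbp1* (0.04, adjusted p = 0.772) and *Lrat* (−0.14, adjusted p = 0.233) were not differentially expressed. *Rpe65*, *Rdh5*, *Stra6* and *Slc16a8* were also not when the coefficient of variation was fixed at 0.2, and for *Stra6* 1 *Bbs8*+/+ library lay below the others.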

An important point to consider is that our mouse model is not an RPE conditional knockout, meaning that adjacent photoreceptors also lacked *Bbs8*. We and others have already shown that loss of *Bbs8* results in early onset retinal degeneration with significant photoreceptor outer segment disruption (Dilan et al., 2018; Kretschmer et al., 2019). Although substantial photoreceptor outer segment defects can cause a secondary effect in the RPE, photoreceptor-dependent degeneration does not necessarily go hand in hand with early RPE cell loss or gross RPE morphology. This can be seen in other mouse models with photoreceptor specific mutations (such as peripherin and rhodopsin), which do not have an early RPE phenotype despite retinal degeneration (Cheng et al., 1997; Liu et al., 2010). Since we observed changes in the RPE as early as P11, a time point at which the photoreceptor outer segments are still forming, we hypothesize that loss of Bbs8 in the RPE intrinsically leads to abnormalities, which likely become amplified when interacting with defective photoreceptors. Ideally this could be answered by generating RPE-specific *Bbs8* mutant mice. However, since retinopathy patients inevitably have mutations affecting all ocular tissues, there is still value in understanding the mechanisms of disease progression in global mouse mutants.

Bbs8 is an integral component of the BBSome required for ciliary trafficking, and countless studies have shown that loss of Bbs8 compromises ciliary function (Ansley et al., 2003; Blacque et al., 2004; Tadenev et al., 2011; Hernandez-Hernandez et al., 2013; May-Simera et al., 2015; Goyal et al., 2016). As primary cilia are essential for early developmental and physiological processes, their dysfunction may have long-term effects on the RPE (Fliegauf et al., 2007; Ishikawa and Marshall, 2011; May-Simera et al., 2017, 2018; Pala et al., 2017). However, the percentage of ciliated cells in the RPE varies over time from over 70% between embryonic day (E) 14.5 and E16.5 to around 10% after birth and in adult (May-Simera et al., 2018; Patnaik et al., 2019). If we consider Bbs8 function to be restricted to ciliary processes, then this either means that the changes we describe in this study are a consequence of earlier ciliary dysfunction, or that residual ciliated cells in some way contribute to RPE homeostasis. In this case, the increase in ciliation in *Bbs8* mutant RPE at P29 and beyond might be contributing to the phenotype. Alternatively, Bbs8 might also exert other functional roles, not directly associated with the primary cilium.

Additional roles for “traditional” ciliary proteins have recently been identified for numerous classes of ciliary proteins, in particularly the BBS proteins (Novas et al., 2015; Marchese et al., 2020). These might include membrane trafficking, cytoskeletal organization, or transcriptional regulation (Gascue et al., 2012; Hernandez-Hernandez et al., 2013; Patnaik et al., 2020). 

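Among the down-regulated clusters of Supplementary Table 7 at P29, 33 of 54 tested genes listed for RNA processing were down-regulated here, with a median log2 fold change of −0.52. For ribonucleoprotein complex biogenesis it was 42 of 55 genes (median −0.55), for the RNA catabolic process 12 of 18 (median −0.53) and for regulation of RNA splicing 16 of 17 (median −0.47). For covalent chromatin modification it was 44 of 58 (median −0.52), for histone modification 35 of 48 (median −0.52) and for gene expression 41 of 54 (median −0.57). Of these terms, only gene expression listed genes of the photoreceptor or lens marker lists, 2 of the 54. Because the marker lists hold few genes, this small overlap does not show whether the fall comes from photoreceptor or lens RNA.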

Interestingly, the transcriptomic data at P29 identified several biological processes associated with the nucleus, such as many RNA-related processes, transcription, histone/chromatin modification, and gene expression. Addressing this question will require the generation and comparison of various different cilia/Bbs-specific conditional mutant mice, as well as a more detailed elucidation of Bbs function in epithelial tissues.

Although Bbs8 has the potential to regulate multiple cellular processes, our omics data identified specific processes associated with a change in RPE phenotype. At P11 we identified mis-regulation of genes/proteins particularly associated with signaling and developmental processes, while at P29, we observed mis-regulation of gene/protein expression associated with functional processes. These changes were reflected upon assessment of cellular morphology *in vivo*, in that we observed a loss of cellular epithelial morphology, as well as progressive disruption of cell membranes. Since RPE function is critically dependent on the maintenance of its epithelial phenotype, it was not surprising to find loss of RPE functionality upon loss of ciliary function (Strauss, 2005; Bharti et al., 2011; Adijanto et al., 2012; Chen et al., 2019). Maintenance of an epithelial phenotype is crucial for apical-basal polarization of the tissue. This facilitates ezrin-rich apical microvilli to extend from the apical surface and engulf the POS. These microvilli (also referred to as apical processes) are required for the phagocytosis of shed POS and the high level of cross talk between RPE and photoreceptor cells. Loss of apical microvilli upon depletion of *Ezrin* causes photoreceptor degeneration *in vivo* (Bonilha et al., 2006). We saw that loss of *Bbs8* leads to abnormal accumulation of p-ERM early on, with almost complete absence at a later time point (P81). This observation suggests a loss of polarization or inability to form apical microvilli. Previous reports have proposed that apical microvilli are indispensable for the functional connection between RPE cells and the POS, yet defects in apical microvilli undoubtedly lead to RPE dysfunction (Bonilha et al., 2006; Nandrot et al., 2007). In line with this, we observed that *Bbs8*^−/−^ RPE displayed an increase in retinal adhesion *in vivo*, and knockdown of *Bbs8* resulted in decreased phagocytosis of POS *in vitro*.

EMT denotes the trans-differentiation from epithelial cells into mesenchymal cells and loss of an epithelial phenotype. Key processes in this include changes in signaling, reorganization of the cytoskeleton, as well as loss of cell junctions and apical-basal polarity (Lamouille et al., 2014; Ohlmann et al., 2016). In our data we found three GO terms (mesenchymal cell differentiation, epithelial cell migration, and membrane organization) associated with these processes, that were significantly down-regulated at P11, but significantly up-regulated by P29. This, coupled with the recent findings that dys-regulation of primary cilia signaling has already been shown to induce EMT in other tissues and organs, including epicardial tissue, basal mammary stem cells, and kidney epithelial cells (Lamouille et al., 2014; Ohlmann et al., 2016; Guen et al., 2017; Blom and Feng, 2018; Han et al., 2018), makes us believe that a loss of *Bbs8* might induce an EMT-like phenotype. In support of this the downstream EMT-transcription factor Snail was only found in the nuclei of *Bbs8* mutant tissue.

RPE dysfunction can lead to retinal degeneration and blindness (Strauss, 2005; Bharti et al., 2011; Adijanto et al., 2012; Chen et al., 2019). So far, most research on retinal degeneration in ciliopathy patients has targeted photoreceptors. Our findings highlight that the contribution of defective cilia or ciliary proteins may be more complex than initially envisaged, and that their function in the biological processes within in the RPE must also be taken into consideration. This is relevant for syndromic ciliopathy patients and also for others affected by non-syndromic retinal degeneration as a consequence of mutations in a ciliary disease gene. These considerations warrant attention when designing treatment strategies for retinal degeneration.

## Materials and Methods

### Animals

All experiments had ethical approval from the Landesuntersuchungsamt Rheinland-Pfalz and were performed in accordance with the guidelines given by the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research. Animal maintenance and handling were performed in line with the Federation for Laboratory Animal Science Associations (FELASA) recommendations. Animals were housed in a 12-h (h) light/dark cycle. The morning after mating was considered as embryonic day (E) 0.5 and up to 24 h after birth was considered as postnatal day (P) 0. Animals were sacrificed by cervical dislocation. Generation of *Bbs8*^−/−^ mice and genotyping was previously described (Tadenev et al., 2011). Tissues and samples were collected from two groups, namely age-matched control (*Bbs8*^+/+^) and mutant (*Bbs8*^−/−^) littermates. Each individual animal was considered a biological replicate. A minimum of three biological replicates were used for each experiment. For RNA sequencing a minimum of four biological replicates was used.

### Antibodies

For immunofluorescence, the following primary antibodies were used: anti-phospho-Ezrin (Thr567)/Radixin(Thr564)/Moesin(Thr558) (p-ERM) (rb, 1:100, Cell Signaling Technology, #3141), anti-snail (rb, 1:100, Cell Signaling Technology, #3879), anti-Arl13b (rb, 1:800, Proteintech, #17711-1-AP), and anti-Gt335 (mM, 1:800, Adipogen, #AG-20B-0020). These antibodies were detected using the appropriate Alexa Fluor (AF)-488,−555, and−647 (1:400; Molecular Probes) conjugated secondary antibodies. Anti-Zonula Occludens-1 (ZO-1) was directly conjugated with AF-488 (1:100, ZO-1-1A12, Invitrogen, 339188) and Phalloidin was directly conjugated with AF-647 (1:40, Cell Signaling Technology, #8940).

### Fluorescence Staining and RPE Flatmount Preparation

Mice were sacrificed, eyes were enucleated and adjacent tissues, such as muscle and fat, cornea, lens, and retina were removed. Remaining eyecups were fixed with 4% paraformaldehyde (PFA) in 1 × phosphate-buffered saline (PBS) for 1 h. Following fixation, the eyecups were washed three times with 1 × PBS, incubated with 50 mM NH_4_Cl for 10 min and permeabilized with 1 × PBS 0.1% Tween-20 (PBST) with 0.3% Triton-X (TX) (PBST-TX) for 1 h and blocked with blocking buffer (0.1% ovalbumin, 0.5% fish gelatin in 1 × PBS) for 1 h. Following this, eyecups were incubated with primary antibodies over night at 4°C. Eyecups were washed three times with 1 × PBS and incubated with secondary antibodies, directly conjugated antibodies, and DAPI (Carl Roth) for 2 h in the dark. Post staining, two washing steps with PBST-TX and one with 1 × PBS for 20 min were performed, followed by mounting on microscope slides using Fluoromount-G (SouthernBiotech). Flatmounts were imaged using a Leica DM6000B microscope. Deconvolution (BlindDeblur Algorithm, one iteration step) and maximum projection were performed using Leica imaging software (Leica, Bensheim, Germany). Images were processed via Fiji using color correction and contrast adjustment (Schindelin et al., 2012).

### RPE Cell Isolation

For RPE cell isolation, we adapted a protocol previously described (Nandrot et al., 2004). Mice were sacrificed, eyes were enucleated and placed in ice-cold 1 × Hank's balanced salt solution (Ca^2+^-Mg^2+^-free) (HBSS-) (Gibco, #14175-095) with 0.01 M Hepes (Gibco, #15630-080) (HBSS-H-). Adjacent tissues, such as muscle and fat, cornea, lens, and retina were removed and eyecups were placed in 1.5 ml trypsin (2 mg/ml) (Difco trypsin 250, BD #215240) in 1 × Hank's balanced salt solution (with Ca^2+^ and Mg^2+^) (HBSS+) (Gibco, #14025-092) with 0.01 M Hepes (HBSS+)-H and incubated for 5 min (P11) or 30 min (adult) respectively at 37°C. Following this, the eyecups were transferred into ice-cold (HBSS+)-H and RPE sheets were peeled off the choroid. In case of P11, eyecups were then again incubated in trypsin for 2 min in 37°C and remaining RPE sheets were peeled off. RPE sheets were transferred to a microfuge tube and washed three times with ice-cold (HBSS+)-H (9391 rcf, 1.5 min, 4°C). RPE cells were then pelleted (9391 rcf, 1.5 min, 4°C), supernatant was removed and the RPE pellet was snap-frozen in liquid nitrogen. RPE pellets were kept at −80°C.

### RNA Isolation From Murine Eyecups

Mice were sacrificed and the eyes were enucleated. Adjacent tissues, such as muscle and fat, were removed and the cornea, lens, retina, and optic nerve were discarded. Remaining eyecups were homogenized in TRIzol Reagent (Invitrogen) using a pestle. For RNA extraction, TRIzol Reagent was used according to manufacturer's recommendations and RNA was stored at −80°C until usage.

### QuantSeq 3′ mRNA Sequencing Library Preparation

Preparation of libraries was performed with a total of 30 ng of RNA from each sample using QuantSeq 3′mRNA-Seq Library prep kit (Lexogen, Vienna, Austria) according to manufacturer's instructions. Total RNA was quantified using the Qubit 2.0 fluorimetric Assay (Thermo Fisher Scientific). Libraries were prepared from 30 ng of total RNA using the QuantSeq 3′ mRNA-Seq Library Prep Kit FWD for Illumina (Lexogen GmbH). Quality of libraries was assessed by using High Sensitivity DNA D1000 ScreenTape system (Agilent Technologies). Libraries were sequenced on a NovaSeq 6000 sequencing system using an S1, 100 cycles flow cell (Illumina Inc.). Amplified fragmented cDNA of 300 bp in size were sequenced in single-end mode with a read length of 100 bp. Illumina NovaSeq base call (BCL) files are converted in fastq file through bcl2fastq (version v2.20.0.422).

### QuantSeq 3′ mRNA Sequencing Data Processing and Analysis

For analysis, sequence reads were trimmed using BDduk software (https://jgi.doe.gov/data-and-tools/bbtools/bb-tools-user-guide/usage-guide/) (BBMap suite 37.31) to remove adapter sequences, poly-A tails and low-quality end bases (regions with average quality below 6). Alignment was performed with STAR 2.6.0a3 (Dobin et al., 2013) on mm10 reference assembly obtained from CellRanger website (https://support.10xgenomics.com/single-cell-gene-expression/software/release-notes/build#mm10_3.0.0; Ensembl assembly release 93). Expression levels of genes were determined with htseq-count (Anders et al., 2015) using Gencode/Ensembl gene model. All genes having <1 cpm in less than n_min samples and Perc MM reads > 20% simultaneously were filtered out. Differential expression analysis was performed using edgeR (Robinson et al., 2009), a statistical package based on generalized linear models, suitable for multifactorial experiments. A minimum of 3 biological replicates were used for statistics. The threshold for statistical significance chosen was False Discovery Rate (FDR) < 0.05: in detail, 592 genes were differentially expressed (290 genes induced and 302 inhibited) in the P11 dataset (GSE144845) while 2,276 genes were differentially expressed (1,056 genes induced and 1,220 inhibited) in the P29 dataset (GSE144846). Gene Ontology (GOEA) and Functional Annotation Clustering analyses were performed using DAVID Bioinformatic Resources (Huang et al., 2009a,b) restricting the output to Biological Process terms (BP_FAT). The threshold for statistical significance of GOEA was FDR < 0.1 and Enrichment score (ES) ≥1.5. The Enrichment score (ES) represents the amount to which genes in a gene ontology cluster are over-represented. We then compared the two datasets. The VENN diagram in Figure 1 summarizes the results after the comparison: we found 33 down-regulated and 32 up-regulated genes, respectively, in common in the two datasets genes and over 90 regulated in opposite correlation (44 down-regulated in P11 and up-regulated in P21; 55 up-regulated in P11 and down-regulated genes in P29).

### Data Visualization

Heatmaps (Figures 4B, 8B) were generated using custom annotated scripts.

### Quantitative Real-Time PCR (qPCR)

RNA was reverse transcribed to cDNA using GoTaq Probe 2-Step RT-qPCR System (Promega) and cDNA was stored at −20°C until usage. qPCR was performed via the StepOne-Plus Real-Time PCR System (Applied Biosystems) using Platinum SYBR Green (Invitrogen).

The following cycling conditions were used: 95°C for 10 min followed by 40 cycles of 95°C for 15 s, 60°C for 1 min. Relative target gene expression was normalized to *Tbp*. The primer sequences used are listed in Table 1. A minimum of 3 biological replicates were used for statistics.

**Table 1:** Sequences of used primers.

**Gene**	**Forward (5^**′**^-3^**′**^)**	**Reverse (5^**′**^-3^**′**^)**
Cdh1	ACTGTGAAGGGACGGTCAAC	GGAGCAGCAGGATCAGAATC
Cldn19	TCCTCTTGGCAGGTCTCTGT	GTGCAGCAGAGAAAGGAACC
Snail	TCCAAACCCACTCGGATGTGAAGA	TTGGTGCTTGTGGAGCAAGGACAT
Tbp	CTTCGTGCAAGAAATGCTGAAT	CAGTTGTCCGTGGCTCTCTTATT
Tjp1	GACCAATAGCTGATGTTGCCAGAG	TGCAGGCGAATAATGCCAGA

### Proteomics

For tissue lysis, RPE cells were transferred to 1.4 mm ceramic beads containing 0.5 ml Precellys® tubes and 100 μl lysis buffer per mg tissue was added. For lysis, samples were shaken in the Precellys® 24 system three times at 5,500 rpm for 20 s with 30 s of cooling on ice between each step. All lysates were incubated for 30 min at 4°C in an end-over-end shaker, centrifuged 10 min at 4°C with 10,000 g and supernatant was transferred to a new tube. The protein concentration was determined by a Bradford assay.

Affinity purified eluates were precipitated with chloroform and methanol followed by trypsin digestion as described before (Gloeckner et al., 2009). LC-MS/MS analysis was performed on Ultimate3000 RSLCnano systems (Thermo Scientific) coupled to an Orbitrap Fusion Tribrid mass spectrometer (Thermo Scientific) by a nano spray ion source. Tryptic peptide mixtures were injected automatically and loaded at a flow rate of 10 μl/min in 0.1% trifluoroacetic acid in HPLC-grade water onto a nano trap column (Thermo Scientific; Orbitrap Fusion: 2 mm x 10 mm, μPAC Trapping column, 300 nm, 100–200 Å, PharmaFluidics). After 3 min, peptides were eluted and separated on the analytical column (Orbitrap Fusion: 315 μm x 50 cm, μPACTM nano-LC columns-−50 cm μPACTM C18, 300 nm, 100–200 Å, PharmaFluidics) by a linear gradient from 2 to 30% of buffer B (80% acetonitrile and 0.08% formic acid in HPLC-grade water) in buffer A (2% acetonitrile and 0.1% formic acid in HPLC-grade water) at a flow rate of 300 nl/min over 95 min. Remaining peptides were eluted by a short gradient from 30 to 95% buffer B in 5 min. From the high-resolution MS pre-scan with a mass range of 335 to 1,500. The Orbitrap Fusion was run in top speed mode with a cycle time of 3 s. The normalized collision energy for HCD was set to a value of 30 and the resulting fragments were detected in the ion trap. The lock mass option was activated; the background signal with a mass of 445.12003 was used as lock mass (Olsen et al., 2005). Every ion selected for fragmentation was excluded for 20 s by dynamic exclusion.

MS/MS data were analyzed using the MaxQuant software (version 1.6.1.09) (Cox and Mann, 2008; Cox et al., 2009). As a digesting enzyme, Trypsin/P was selected with maximal 2 missed cleavages. Cysteine carbamidomethylation was set for fixed modifications, and oxidation of methionine and N-terminal acetylation were specified as variable modifications. The data were analyzed by label-free quantification (no fast LFQ) with the minimum ratio count of 2. The first search peptide tolerance was set to 20, the main search peptide tolerance to 4.5 ppm and the re-quantify option was selected. For peptide and protein identification, the following subset of the SwissProt database was used: mouse release 2019_08, #17,027 entries, contaminants were detected using the MaxQuant contaminant search. A minimum peptide number of 2 and a minimum length of 7 amino acids were tolerated. Unique and razor peptides were used for quantification. The match between run options was enabled with a match time window of 0.7 min and an alignment time window of 20 min. The statistical analysis was done using the Perseus software (version 1.6.2.3) (Tyanova et al., 2016). A minimum of 3 biological replicates were used for statistics. Potential contaminants, peptides only identified by side or reverse sequence were removed. Minimum half of the samples must have valid values. Based on the median value, significance A (Benjamini-Hochberg FDR) was calculated. The stability of protein ratios within groups was determined using the student's *t*-test. Only proteins with a significance A < 0.05 and a student's *t*-test *p* < 0.05 were taken as being significantly altered.

Gene enrichment analysis was performed using GetGo (http://getgo.russelllab.org/) (Boldt et al., 2016). Only gene names of proteins that showed a significance A < 0.05 and a student's *t*-test *p* < 0.05 for this analysis.

### Cell Morphology Assessment

After image acquisition the images were processed using a previously published trained neural network that can accurately identify cell borders in fluorescent images (Schaub et al., 2020). After the algorithm identified cell borders, the segmentation was manually validated for each image. If borders were incorrect, segmentations were manually corrected. Once validated, the images with the identified borders were then analyzed using the methodology outlined by Sharma et al. (2019). Cells in each image were assessed for area, perimeter, number of neighbors, elongation of the cell (Aspect ratio), how like regular convex polygons (Polygonality Score—Equations 1–3) cells were, how hexagonal (Hexagonality Score—Equations 4–6) cells were (Sharma et al., 2019), the standard deviation of the hexagonality of cells, Feret's Max diameter, Feret's minimum diameter, and the solidity of the cells.

(1) $$\begin{array}{l} PSR=\frac{P_{cell}}{P_{Hull}}\;*\;\left[1-|1-\frac{P_{Cell}}{N_{Neighbors}\sqrt{\frac{4\;*\;A_{Cell}}{N_{Neighbors}\;*\;\cot\frac{\pi }{N_{Neighbors}}}}}|\right] \end{array}$$

(2) $$\begin{array}{l} PAR=\;\frac{A_{Cell}}{A_{Hull}}\;*\;\left[1-|1-\frac{4\;*\;A_{Cell}}{N_{Neighbors}{\left(\frac{P_{Cell}}{N_{Neighbors}}\right)}^{2}\;*\;\cot\frac{\pi }{N_{Neighbors}}}|\right] \end{array}$$

(3) $$\begin{array}{l} Polygonality_{Score}=\;10\;*\;\left(\frac{PSR\;+PAR}{2}\right) \end{array}$$

(4) $$\begin{array}{l} HSR=\frac{P_{cell}}{P_{Hull}}\;*\;\left[1-|1-\frac{P_{Cell}}{6\;*\;\sqrt{\frac{4\;*\;A_{Cell}}{6\;*\;\cot\frac{\pi }{6}}}}|\right] \end{array}$$

(5) $$\begin{array}{l} HAR=\;\frac{A_{Cell}}{A_{Hull}}\;*\;\left[1-|1-\frac{4\;*\;A_{Cell}}{6\;*\;{\left(\frac{P_{Cell}}{6}\right)}^{2}\;*\;\cot\frac{\pi }{6}}|\right] \end{array}$$

(6) $$\begin{array}{l} Hexagonality_{Score}=10\;*\;\left(\frac{HSR\;+HAR}{2}\right) \end{array}$$

To calculate the above the python package SciPy 1.2.2 was used (Virtanen et al., 2020), with the addition of the polygonality score, hexagonality score, standard deviation of the hexagonality score, and number of neighbors. The calculations were validated on digitally created synthetic images of shapes and cells to ensure that the values that it produces were accurate.

All statistical analysis was performed using R (R. Foundation for Statistical Computing, 2017), the lme4 package (Bates et al., 2015), and the emmeans package (Searle et al., 1980). Data was first assessed for normality by determining data skewness, kurtosis, and q-q plots. All differences between *Bbs8*^+/+^ and *Bbs8*^−/−^ were assessed using linear mixed effects models controlling for repeated measures from each mouse. Linear marginal means rather than least squared means were used to determine the magnitude of differences. Differences in variance of the data was determined by taking the residual of all measures from their median and running the linear mixed effect model using residual values rather than raw data. A Bonferroni-Dunn correction was used to correct for the additional assessment of residuals, as well as raw data. All pair-wise comparisons were controlled for using Tukey's post test and an adjusted alpha of 0.05 was used for significance. All plots for shape/morphological measurements were done using the ggpllot2 package (Wickham, 2009).

### Retinal Adhesion Assay

For the retinal adhesion assay, we adapted a protocol previously described (Nandrot et al., 2006). Mice were sacrificed, eyes were enucleated and transferred into 1 × Hank's balanced salt solution containing Ca^2+^ and Mg^2+^ (HBSS+) (Gibco, #14025-092). Adjacent tissues, cornea and lens were removed. One eyecup at a time was transferred into a dry, empty dish and cut radially toward the optic nerve. The eyecup was then flattened, and the neural retina peeled off using forceps. Retinae were lysed individually in 50 mM Tris (pH 7.5), 2 mM EDTA, 150 mM NaCl, 1% Triton X-100, 0.1% SDS, and 1% NP-40, freshly supplemented with 1% protease and phosphatase inhibitors via sonication for 10 s on ice. After centrifugation (5 min, 21130 rcf, 4°C) lysates and pellets were kept separate on ice and protein content of the lysates were quantified using bicinchoninic acid (BCA) assay. For melanin dissolution, the pellets were washed in 100 μl 50% ethanol and 50% diethylether (10 min, 21130 rcf). Supernatant was discarded, pellets were dissolved in 150 μl 20% DMSO, 2 M NaOH and incubated for 30 min at 60°C. To quantify melanin concentration, absorbance of samples and commercially available melanin (Sigma-Aldrich, #M0418) dissolved in 20% DMSO, 2 M NaOH at defined concentrations were measured at 490 nm. Individual melanin concentrations were normalized to the corresponding protein concentration to calculate the concentration of melanin per milligram of protein.

### Cell Culture

ARPE-19 cells were kindly provided from Karsten Boldt (Tübingen) and cultured in DMEM/F-12 + GlutaMax (Gibco, #31331028) supplemented with 10% fetal bovine serum (FBS) (LONZA), and 1% penicillin/streptomycin (Thermo Fischer, #10378016) (referred to as complete medium). *BBS8* siRNA (Dharmacon, #L-021417-02-0005) and non-targeting siRNA (IDT, TriFECTa) were used to generate *BBS8 KD* and *Non-targeting control (NTC)* cells. Transfections were performed using antibiotic-free medium in 96-well plates using Lipofectamine RNAiMAX reagent (Invitrogen, #113778150) according to manufacturer's recommendations for reverse transfections. Post transfection, the cells we cultured in complete medium. The phagocytosis assay was performed 48 h post-transfection.

### Phagocytosis Assay

Isolation and preparation of bovine POS were described previously (Nandrot et al., 2007). For phagocytosis assay, we adapted a protocol previously described (Nandrot et al., 2007). Confluent *BBS8 KD* and *NTC* cells were preincubated for 1 h in serum- and antibiotic-free DMEM/F-12 + GlutaMax followed by incubation with POS for 7 h at 37°C in the dark. To remove excess POS, three washing steps with PBS supplemented with 0.2 mM Ca^2+^ and 1 mM Mg^2+^ (PBS-CM) were performed. In order to differentiate between bound and internalized POS, parallel wells were incubated with 4% trypan blue for 10 min followed by two washing steps with PBS-CM. Addition of trypan blue quenches surface fluorescence and therefore the two populations (internalized vs. bound) can be distinguished (bound = total – internalized). All wells were fixed in ice-cold methanol for 10 min, rehydrated in PBS-CM for 10 min at room temperature and incubated with DAPI (1:400) for 15 min. Following this, two washing steps with PBS-CM were performed and an equal volume of PBS-CM was added to all wells. FITC-POS and DAPI-labeled cells were quantified using the Infinite M1000 Pro microplate reader and associated Magellan software (Tecan).

### Statistics

Unless indicated differently, statistical analysis was performed using GraphPad Prism 6.0. ROUT test (Q = 0.1%) was performed prior to statistical analysis. Used statistical tests are stated in corresponding figure legends. For qPCR data a one sample *t*-test with a theoretical mean set as 1 (WT = *Bbs8*^+/+^ value) was performed. For the retinal adhesion analysis, a D'Agostino & Pearson omnibus normality test was performed to check that the results are normally distributed. Following this, an unpaired *t*-test was performed. For the phagocytosis assay, a one-way ANOVA and Tukey *post-hoc* test was performed. Images and data were analyzed blinded to genotype. See sections Cell morphology assessment, QuantSeq 3′ mRNA sequencing data processing and analysis and Proteomics for more details. Sample size was determined by availability of tissue with a minimum of three biological replicates.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Ethics Statement

The animal study was reviewed and approved by the Landesuntersuchungsamt Rheinland-Pfalz and were performed in accordance with the guidelines given by the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research. Animal maintenance and handling were performed in line with the Federation for Laboratory Animal Science Associations (FELASA) recommendations.

## Author Contributions

SS, RD, NH, KB, IC, and HLM-S designed experiments. SS, RD, JN, VK, PAM DI, NH, and KB performed experiments and analyzed data. SS and HLM-S wrote the paper, and conceived and directed the study. All authors revised the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

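RNA of RPE isolated at P29 from *Bbs8*+/+ and *Bbs8*-/- mice was sequenced in 8 QuantSeq 3′ libraries, 4 of each genotype. The authors trimmed adapters, poly-A tails and low-quality ends with BBDuk, aligned the reads with STAR to mm10 with the gene models of Ensembl release 93, and counted uniquely mapped reads on each gene with htseq-count. The authors deposited these counts for each library without normalization and without a filter on genes, listed by Ensembl gene identifier. The counts, converted to CPM, differed by at most 0.0536 from the per-library values in the paper's supplementary table for the 1999 genes that could be compared. Reads that did not map uniquely, as counted by htseq-count, made up 32.8% to 34.5% of the reads of a library, and between 13657 and 14496 genes had at least 1 count. Libraries were assigned to genotypes from their labels alone. The P11 libraries, the proteome, the quantitative PCR and the imaging data were not analysed here.

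Gene symbols, coordinates and transcript ends were taken from the GRCm38 annotation of Ensembl release 96, the same genome build as the authors used in a later gene release, and 30934 of the identifiers had a name in it. Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with at least 1 CPM in at least 4 of the 8 libraries were kept. The paper removed genes that met a condition on low CPM and a condition on the share of multi-mapping reads at the same time. The second condition needs the alignments and was not repeated, so the filter used here is another one, and it may remove genes that the paper kept. The minimum number of libraries, which the paper's text does not give as a number, was set to the group size. Libraries were scaled by TMM, dispersions and quasi-likelihood dispersions were estimated by edgeR with a trend, and the genotypes were compared with edgeR's quasi-likelihood F test, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. Standard errors of log2 fold changes were computed from the estimate and the F statistic. The paper names edgeR and an FDR threshold of 0.05.

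The paper's lists of fetal RPE-specific, adult RPE-specific and RPE signature genes were matched to mouse genes by symbol without regard to case. The lists were tested as sets with camera from limma, two-sided, on the counts converted to normal deviates by edgeR, and the directions of the fetal and the adult genes past the threshold were compared with Fisher's exact test, two-sided. Overlaps with the paper's lists of differentially expressed genes at P11 were tested in the same way against all genes tested at P29. Lists of marker genes of photoreceptors, lens, erythrocytes, RPE, reactive and Müller glia, microglia, bipolar and amacrine cells, fibroblasts, endothelium, melanocytes and of each sex were written before the data were examined, as were the comparisons, the filter, the rule for naming genes and all alternative settings except 12. The share of counts on each list was compared with an exact permutation test, two-sided, whose smallest p with 4 libraries against 4 is 0.0286. Lists of rod, cone and ocular surface genes were written after the values of some of their genes had been seen. The genes named were *Ttc8*, the genes the paper names for the P29 transcriptome in its text and in Figures 4B, 5C and 8B together with the genes of its quantitative PCR, the 5 genes with the largest rise and the 5 with the largest fall among genes past the threshold with a mean of at least 10 CPM and no overlap between genotypes, and the marker genes. Genes named beyond this rule, among them further members of the fetal and adult lists, were chosen after their values were seen. Results for some genes that the rule covers are not reported here.

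Alternatives to the main settings were DESeq2's Wald test with its size factors, edgeR's likelihood ratio test, scaling by library size alone, TMM factors computed without photoreceptor, lens and erythrocyte genes, other filters on low counts, a biological coefficient of variation fixed at 0.1 or 0.2, replicate numbers added to the model, each library left out in turn, an adjusted p of 0.01, a test against a fold change of 1.2, the lists matched through older symbols, and the adult list without photoreceptor genes. Fits with a fixed coefficient of variation used edgeR's likelihood ratio test. A further 12 settings of dispersion, test and filter were tried after the counts of differentially expressed genes had been seen, 10 of them only for these counts and for the genes named by the paper that the main settings did not call.

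Between 2389835 and 3093428 counts fell on genes in each library. A gene at 3 counts, taken as the floor, is at 0.970 to 1.26 CPM, and this floor covers counting error only. Data were simulated with the dispersion trend of these libraries, without further spread between genes, and with 200 genes changed by at least 1 on the log2 scale. Of these 200, 192 passed the filter, and the quasi-likelihood test called 132 (68.8%) of the 192. It called all of the 59 with a mean of at least 100 counts, and 6 of the unchanged genes among the 12579 tested, with 0 calls in the wrong direction. The median absolute log2 fold change of the genes called at P29 was 0.72, and these rates do not cover changes smaller than 1. With no gene changed, 0 of 12594 genes were called. In the same kind of simulated data, camera gave a p of 4.65e-25 for 50 genes shifted together and 0.541 for 50 unchanged genes (gene set test across genes, without permutation). Enrichment of GO terms was not recomputed, because no GO annotation was used here; the genes the paper lists for each term were looked up instead.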

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

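The tests of reads counted in another library, of tissue of both sexes, of Müller glia and their ratio to reactive genes, of microglia and of the ocular surface epithelium were chosen only after the results were seen.

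In 19 of 303 groups of 4 libraries, 1 library lay far from the other 3, where 15.15 are expected by chance. In CPM, these were *Clu* in *Bbs8*-/- replicate 3 (6800.3 against 6449 to 6472 in the other 3), *Col4a3* in *Bbs8*-/- replicate 2 (197 against 125 to 132), *Gnat1* in *Bbs8*-/- replicate 1 (3359 against 3002 to 3058), *Klf9* in *Bbs8*+/+ replicate 1 (276 against 366 to 381), *Thbs1* in *Bbs8*-/- replicate 1 (457 against 369 to 380.4) and *Faim* in *Bbs8*+/+ replicate 4 (133 against 109 to 112). They were also *Tgfbr1* in *Bbs8*+/+ replicate 3 (11.5 against 5.09 to 5.60), *Sox9* in *Bbs8*+/+ replicate 3 (443 against 489.6 to 498), *Osmr* in *Bbs8*+/+ replicate 1 (35.9 against 57.2 to 60.2), *Stra6* in *Bbs8*+/+ replicate 1 (364 against 394 to 397), *Sag* in *Bbs8*+/+ replicate 1 (10303 against 9198 to 9373) and *Gnat2* in *Bbs8*-/- replicate 3 (28.9 against 37.5 to 38.3). *Cldn19* in *Bbs8*-/- replicate 2 (1.08) and *Krt15* in *Bbs8*+/+ replicate 4 (0.372) had counts where the other 3 libraries had 0, and both values are at or under the floor of 3 counts. With the library concerned left out, the log2 fold change went from 0.81 to 0.62 for *Col4a3*, from −0.46 to −0.56 for *Klf9* and from 0.32 to 0.28 for *Sox9*, and of the genes with a test *Tgfbr1* alone changed its side of the threshold (from 0.93 with an adjusted p of 0.112 to 1.27 with 0.0444, over a range of 2.68e-04 to 0.245 among its alternatives). In percent of counts, the libraries apart from the others were *Bbs8*-/- replicate 4 for photoreceptor genes (3.62 against 3.53 in each of the others), *Bbs8*-/- replicate 2 for lens genes (0.0668 against 0.0726 to 0.0735), *Bbs8*-/- replicate 4 for erythrocyte genes (0.208 against 0.223 to 0.226), *Bbs8*+/+ replicate 1 for bipolar and amacrine genes (0.0508 against 0.0493 to 0.0495) and *Bbs8*+/+ replicate 2 for melanocyte genes (0.0174 against 0.0206 to 0.0212). No technical or biological explanation of single libraries was tested.

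*Xist*, which the paper does not discuss, had a log2 fold change of 1.78 (adjusted p = 2.24e-13), with counts from 111 to 598, and all 4 *Bbs8*-/- libraries lay above all 4 *Bbs8*+/+ libraries. The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* had more than 3 counts in all 8 libraries, with 10 as the smallest count of these genes and *Xist* in any library. If reads of one library had been counted in another, *Xist* would be as low in *Bbs8*+/+ libraries relative to *Bbs8*-/- libraries as the genes nearly absent from them. It stood at 29.1% there, against 0.414% to 6.04% for *Krt15*, *C4b*, *Serpina3n*, *Sulf2* and *Lad1*, and each Y-linked gene had in *Bbs8*-/- libraries at least 50.6% of its level in *Bbs8*+/+ libraries, so reads from other libraries do not account for the signal. A candidate explanation that the test left standing is that each library holds tissue of male and female mice. The paper states that each individual animal was considered a biological replicate, and the paper's text does not name the sex of the animals. A larger part of female tissue in the *Bbs8*-/- libraries may account for the rise of *Xist*, since 7 of the 8 other sex-linked genes moved as it would move them (all 4 Y-linked genes lower, and *Kdm6a*, *Ddx3x* and *Eif2s3x* higher but *Kdm5c* lower). The share of counts on the Y-linked genes did not differ past 0.05 (0.0142% ± 0.00144 against 0.0120% ± 0.00139, SD, n = 4, two-sided exact permutation test, p = 0.0857), so the rise of *Xist* cannot be told apart from a difference in the sex of the animals or from an effect of the genotype.

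The 11 genes of reactive glia, which the paper does not discuss as a set, took 0.0441% ± 0.00614 (SD, n = 4) of the counts in *Bbs8*+/+ and 0.272% ± 0.00628 in *Bbs8*-/- libraries (two-sided exact permutation test, p = 0.0286, adjusted over 13 lists 0.0464). Of the 11 genes 8 were up-regulated and 9 were higher, with a median log2 fold change of 2.41, and the direction of the set was the same under all 3 scalings tried. *A2m* rose by 3.52 on the log2 scale, *Fgf2* by 3.21, *Osmr* by 2.09 and *Stat3* by 1.34. *Edn2* had 0 counts in every *Bbs8*+/+ library and was at least 15.2-fold higher in *Bbs8*-/- libraries than the floor, whereas *Cp* was not past the threshold (−0.07, adjusted p = 0.942) and changed direction with the scaling. More Müller glia carried over in the *Bbs8*-/- libraries may account for part of this, since 6 genes of Müller glia that are not genes of the reactive state were higher as a set (median 0.67, camera p of 0.00143 across genes, not an exact test, and 0.00371 adjusted over 13 sets). More Müller glia in an unchanged state would leave the ratio of reactive to Müller counts as it was, whereas it was 0.0711 ± 0.0120 (SD, n = 4) in *Bbs8*+/+ and 0.342 ± 0.0154 in *Bbs8*-/- libraries (two-sided exact permutation test, p = 0.0286, higher in all 4), and the share of the Müller list rose by a log2 ratio of 0.34 against 2.62 for the reactive list. Genes of microglia did not move as a set (camera value of 0.863), which goes against more microglia in these libraries. Carry-over in proportion to the Müller list therefore does not account for most of the rise, and a reactive state of glia that accompanies the genotype is a hypothesis for the rest. How much of the counts on the Müller list or on the reactive list comes from the RPE itself or from photoreceptors was not tested.

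*Krt15*, a keratin gene that the paper does not discuss, had 22.5 ± 4.31 CPM (SD, n = 4) in *Bbs8*-/- libraries, where *Bbs8*+/+ libraries had at most 1 count. Carry-over of the ocular surface epithelium in the *Bbs8*-/- libraries is a candidate explanation. All 7 tested genes of that epithelium were higher, 3 of them past the threshold, with a median log2 fold change of 2.61 (camera value of 4.55e-05), under each of the 3 scalings tried. Because values of some of these genes had been seen before the list was made, this test does not decide for carry-over, which cannot be told apart from expression of *Krt15* and *Lad1* in the RPE itself.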

How the results depend on the processing

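The 12 settings described as added were chosen only after the counts of differentially expressed genes had been seen, and 10 of them were run only for those counts and for the genes named by the paper that the main settings did not call.

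The main settings gave 704 up-regulated and 877 down-regulated genes. DESeq2's Wald test gave 721 and 878, with 1521 of the 1581 genes shared, edgeR's likelihood ratio test 767 and 917 (1533 shared), TMM factors without photoreceptor, lens and erythrocyte genes 685 and 907 (1562 shared), no filter beyond 1 count 730 and 927 (1540 shared), edgeR's own filter 742 and 858 (1536 shared), and a minimum of 10 counts in every library 740 and 824 (1409 shared). Fits that each left out 1 library gave from 553 to 645 up-regulated and from 689 to 847 down-regulated genes. Scaling by library size alone gave 1008 and 654 (1358 shared), which moved the share of up-regulated genes by 16.1 points to 60.6% while the median log2 fold change of all tested genes went from 0.02 to 0.11. With the coefficient of variation fixed at 0.2 the counts were 1042 and 885, of which 1055 were shared, and fixed at 0.1 they were 2258 and 2119. An adjusted p of 0.01 left 394 and 571 genes, and a test against a fold change of 1.2 left 353 and 494. Of the added settings, a Poisson test, which allows no spread beyond sampling, gave 3173 and 3076, and the other 11 gave from 702 to 1043 and from 856 to 1027. The cause was not tested for any of these changes.

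With the replicate block, in which the replicate number is added to the model, 650 genes were up-regulated and 827 down-regulated, and 1438 of the 1581 genes were shared. The labels number the libraries of each genotype alike, but same-numbered libraries were no more alike than others (mean correlation across 6476 genes of −0.0100 for same-numbered libraries and 0.00301 for the rest), and the paper treats each animal as a replicate. In this model *Gfap*, *Hey2*, *Coa7*, *Daam1* and *Il6st* did not pass the threshold, and *Ctsd* and *Col1a2* did.

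For the fetal RPE-specific list, the count of up-regulated genes was 10, from 9 to 11 across the fits without 1 library, 17 with the coefficient of variation fixed at 0.1 and 6 against a fold change of 1.2. The count of down-regulated genes was 0 (1 at an unadjusted p under 0.05), from 0 to 1 without 1 library, 1 with TMM factors without photoreceptor, lens and erythrocyte genes, with no filter, with at least 10 counts in every library and with the added exact test with common and tagwise dispersions, and 3 with the coefficient of variation fixed at 0.1. For the adult list, the count of up-regulated genes was 7 and stayed between 6 and 9 in every setting run, and the count of down-regulated genes was 13, from 13 to 16 without 1 library, and 4 without the photoreceptor genes of the list. Here the cause is shown by the list itself, since 9 of the 13 are photoreceptor genes. The signature list had 20 up-regulated genes, from 15 to 22 without 1 library, 34 with scaling by library size alone, 35 and 13 with the coefficient of variation fixed at 0.1 and 0.2, 12 at an adjusted p of 0.01 and 10 against a fold change of 1.2. Its 17 down-regulated genes, from 16 to 18 without 1 library, became 7 with the coefficient of variation fixed at 0.2 and 7 against a fold change of 1.2. Apart from the photoreceptor genes, the cause was not tested.

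The difference in direction between the fetal and the adult list (two-sided Fisher's exact test, p = 0.00106, from 4.61e-04 to 0.00243 without 1 library) did not pass 0.05 without the photoreceptor genes (Fisher's exact test, p = 0.0867) and passed in every other setting run. The camera value of the fetal list, 3.31e-04, stayed between 1.64e-05 and 6.84e-04. That of the adult list, 0.00180 and lower in *Bbs8*-/- RPE, ranged from 2.65e-04 to 0.00435 without 1 library, was 0.0686 when symbols were also matched through older names, and was 0.450 without the photoreceptor genes, with 27 genes higher and 27 lower. That of the signature list, 0.164, ranged from 0.0937 to 0.209 without 1 library and passed 0.05 only with scaling by library size alone (0.0306). The cause was not tested for the older names and the scaling.

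The overlap with the paper's up-regulated genes at P11, 22, ranged from 17 to 27 without 1 library and was 34 with scaling by library size alone, 41 with the coefficient of variation fixed at 0.1, 13 at an adjusted p of 0.01 and 10 against a fold change of 1.2. The overlap of down-regulated genes, 23, ranged from 18 to 25 without 1 library and was 44 with the coefficient of variation fixed at 0.1 and 12 against a fold change of 1.2. Of the molecules of Figure 5C, 12 passed, from 10 to 13 without 1 library and 7 against a fold change of 1.2. Of the genes of Figure 8B, 8 passed, from 6 to 9 without 1 library, 13 with the coefficient of variation fixed at 0.1 and 3 against a fold change of 1.2. The cause was not tested.

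*Ezr* passed an adjusted p of 0.05 in every setting run for it except the coefficient of variation fixed at 0.2, where its log2 fold change was 0.27 with an adjusted p of 0.406, in a range of 3.09e-04 to 0.406 over its alternatives, and its log2 fold change stayed between 0.25 and 0.36. *Ttc8* stayed between −3.49 and −3.06 and past an adjusted p of 0.05 in every setting run for it, which excludes the filter of at least 10 counts in every library. The log2 ratio of the photoreceptor share stayed between −1.11 and −1.09 without 1 library and without lens and erythrocyte genes in the total. Apart from these genes, 134 genes named in the text had a test, 99 of them past the threshold. An adjusted p of 0.01 and the test against a fold change of 1.2 were applied to counts of genes and not to these single genes. Of the 134, 78 kept their call in the other planned settings that kept all libraries, and 71 also in the fits without 1 library. In those that kept all libraries there were 42 pairs of a gene and a setting in which the gene no longer passed the threshold and 64 in which it newly passed. The only gene to change direction in the planned settings was *Cp* (−0.07 with the main settings, never past the threshold), which was at 0.0185 with scaling by library size alone and from −0.41 to 0.21 without 1 library. The cause was not tested.

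The chi-square per degree of freedom among libraries of a genotype, 4.79 on average over genes with a mean of at least 10 counts, was 5.53 at 50 counts and 6.37 at 100 counts, so it rises with the count. Depth limits what can be said of genes near the floor of 3 counts. *Ttc8*, *Krt15*, *Lad1*, *C4b*, *Sulf2*, *Slc16a3*, *Gfap*, *Hey2*, *Kcnab1*, *Cfi*, *Edn2*, *Fgf2*, *Mab21l2* and *Cdh1* have no value with at least 10 counts in every library, and *Hey2* and *Cdh1* none under edgeR's own filter.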

Differences from the paper's values

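The added settings named here, which vary the test, the dispersion or the filter, were chosen only after the values were seen.

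The paper's table lists 1 down-regulated gene among the differentially expressed fetal RPE-specific genes at P29, where the main settings gave 0, with 1 at an unadjusted p under 0.05. The gene is *Apc*, with a log2 fold change of −0.39 and an adjusted p of 0.0514. Of the alternatives set before the data were examined, TMM factors without photoreceptor, lens and erythrocyte genes, no filter beyond 1 count, at least 10 counts in every library, and the fits without *Bbs8*+/+ replicate 1 or without *Bbs8*-/- replicate 1 gave 1 gene. The coefficient of variation fixed at 0.1 gave 3, and all others gave 0. The added exact test with common and tagwise dispersions, chosen after seeing the values, also gave 1.

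For *Slc16a3* the paper's log2 fold change is −4.216, and the main settings gave −3.31. None of the alternatives set before the data were examined closed the gap; they ranged from −4.78 without *Bbs8*-/- replicate 4 to −2.93 without *Bbs8*-/- replicate 1. The *Bbs8*-/- libraries had 0, 4, 2 and 18 counts of this gene.

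For *Cfi* the paper's log2 fold change is 4.776, and the main settings gave 4.04. Of the alternatives set before the data were examined, the fit without *Bbs8*-/- replicate 4 (4.23) and the model with the replicate block (4.21) came within their standard error of the paper's value, and the others did not; they ranged from 3.64 to 5.44. The *Bbs8*+/+ libraries had 9, 0, 0 and 3 counts of this gene.

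The paper's text gives 1056 up-regulated and 1220 down-regulated transcripts at P29, against 704 and 877 with the main settings. Of the paper's calls, 2248 could be read from its tables. All 2248 were tested here and had the same direction, 1560 of them (69.4%) were past the threshold, and 21 genes past the threshold were not among them. The settings that reached or passed both of the paper's counts were the coefficient of variation fixed at 0.1 (2258 and 2119) and the added Poisson test (3173 and 3076), chosen after seeing the values. Near the paper's count of up-regulated genes were scaling by library size alone (1008), the coefficient of variation fixed at 0.2 (1042) and an added likelihood ratio test with common and tagwise dispersions and no trend (1043, with 1027 down-regulated), of whose calls 1740 were among the 2248.

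For the fetal RPE-specific list the paper's count of up-regulated genes is 12 against 10 here, reached with scaling by library size alone (12) and passed with older symbols matched (14) and with the coefficient of variation fixed at 0.1 (17). Up-regulated in the paper alone were *Mab21l2* (log2 fold change 1.47, adjusted p = 0.0568), which passed the threshold with DESeq2, the likelihood ratio test, library size alone, edgeR's own filter, either fixed coefficient of variation, without *Bbs8*+/+ replicate 1 and in the added likelihood ratio test without trend and exact test with common and tagwise dispersions, and *Mitf* (0.30, adjusted p = 0.133), which passed with library size alone, the coefficient of variation fixed at 0.1 and without *Bbs8*-/- replicate 1. For the adult list the paper's counts are 9 up-regulated and 17 down-regulated against 7 and 13 here; library size alone, older symbols and the coefficient of variation fixed at 0.1 gave 9 up-regulated genes, and only the last (19) reached the count of down-regulated genes. For the signature list the paper's counts are 30 and 21 against 20 and 17; library size alone (34) and the coefficient of variation fixed at 0.1 (35 and 23) reached them. For the overlaps with P11 the paper's counts are 32 up-regulated and 33 down-regulated against 22 and 23; library size alone (34 up-regulated) and the coefficient of variation fixed at 0.1 (41 and 44) reached them.

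The paper names *Vegfa*, *Anxa2* and *Ctsd* among mis-regulated genes, and at P29 they did not pass the threshold here (adjusted p = 0.120, 0.0565 and 0.0540). *Vegfa* passed it with library size alone. *Anxa2* passed with library size alone, edgeR's own filter, at least 10 counts in every library, the coefficient of variation fixed at 0.1, without *Bbs8*+/+ replicate 1 and without *Bbs8*-/- replicate 2. *Ctsd* passed with library size alone, no filter, edgeR's own filter, at least 10 counts in every library, the replicate block, in which its log2 fold change was 0.20, and without *Bbs8*+/+ replicate 1. Of the other genes shown in Figure 4B or Supplementary Table 8, *Lrp8* and *Tpm1* passed with DESeq2, library size alone, edgeR's own filter, at least 10 counts in every library and the coefficient of variation fixed at 0.1, and *Lrp8* also without *Bbs8*+/+ replicate 1. *Col1a2* passed with TMM factors without photoreceptor, lens and erythrocyte genes, no filter, the coefficient of variation fixed at 0.1, the replicate block and without *Bbs8*+/+ replicate 1 or *Bbs8*-/- replicate 4. *Klf2* passed with the coefficient of variation fixed at 0.1 and without *Bbs8*+/+ replicate 1, and *Slc45a2* with the same coefficient and without *Bbs8*-/- replicate 3.

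Of the molecules of Figure 5C, *Slc25a12* passed with library size alone, at least 10 counts in every library, the coefficient of variation fixed at 0.1, and without *Bbs8*+/+ replicate 1 or *Bbs8*-/- replicate 3. *Klc4* passed with the coefficient of variation fixed at 0.1 and *Mif* without *Bbs8*+/+ replicate 3. *Zc3h15* passed in none of the alternatives set before the data were examined. Of the genes of Figure 8B, *Axin2*, *Tgfbr1* and *Vangl2* passed with either fixed coefficient of variation, and *Tgfbr1* also without *Bbs8*+/+ replicate 3. *Bcl9l* passed with library size alone, edgeR's own filter, at least 10 counts in every library, the coefficient of variation fixed at 0.1 and without *Bbs8*-/- replicate 1. *Nfatc1* passed with library size alone, at least 10 counts in every library and either fixed coefficient.

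Among the added settings, chosen after seeing the values, the Poisson test passed all of the 19 genes of Figures 4B, 5C and 8B and Supplementary Table 8 that the main settings did not. The likelihood ratio test without trend passed *Axin2*, *Nfatc1*, *Tgfbr1*, *Tpm1* and *Vangl2*. The exact test with common and tagwise dispersions and the likelihood ratio test with trended and tagwise dispersions each passed *Anxa2*, *Bcl9l*, *Lrp8*, *Nfatc1* and *Tpm1*. The likelihood ratio test with trended dispersions passed *Anxa2* and *Col1a2*, the quasi-likelihood test with a dispersion of 0 passed *Col1a2* and *Ctsd*, and likelihood ratio tests with other minimum numbers of libraries passed *Anxa2* and *Nfatc1* (6 libraries) and *Col1a2* (1 library).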

Other observations

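The tests of amplification and of rods against cones were chosen only after the results were seen, and *Gm42418* was singled out after its counts were seen.

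The 8 libraries can be divided into groups of 4 and 4 in 35 ways, of which 8 part all same-numbered libraries, as the real groups do; the remaining splits put at least 1 number in the same group in both of its libraries. Only 1 of the 8 splits (and 1 of all 35), the real groups, gave as many genes past the threshold, in all and in each direction. The same held for the up-regulated fetal genes, the up- and down-regulated adult and signature genes, the direction of fetal against adult genes, the camera values of the fetal and adult lists, both overlaps with the paper's P11 lists, and the genes of Figures 5C and 8B. The count of 0 down-regulated fetal genes was reached by 8 of the 8 splits (35 of 35), and the camera value of the signature list by 2 of the 8 (6 of 35). In every other split 0 genes passed the threshold, with 233 to 854 genes at an unadjusted p under 0.05 against 3016 for the real groups. The counts of list genes, the overlaps and the direction of fetal against adult genes therefore rest on 0 genes in those splits and add nothing to the count of all genes. With 8 splits the share cannot fall under 0.125, so the 8 alone cannot rule out chance. Over all 35, which set the numbering aside, the share of the real groups alone is 0.0286, and same-numbered libraries were no more alike than others (mean correlation −0.0100 against 0.00301).

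Technical explanations of the number of differentially expressed genes, 1581, were tested in turn. With the coefficient of variation fixed at 0.2 and the likelihood ratio test, 1927 genes passed and 1055 of the 1581 remained. Part of the 1581 therefore depends on the estimated spread or on the test. The value of 0.2 is under the common value of 0.213 but above the lowest value of the trend, 0.0909, a larger spread for some genes and a smaller one for others, and the number of genes cannot be told apart from a spread between libraries smaller than that between animals. After each library's dependence on the GC content of the last 300 bases of transcripts was taken out, for the 99.9% of tested genes with a GC content, 1567 passed (1464 shared). With every library sampled down to 2389835 counts, 1564 passed (1498 shared). With photoreceptor, lens and erythrocyte genes left out of the scaling, 1592 passed (1562 shared). GC content, depth and the effect of these genes on the scaling therefore do not account for most of the 1581 genes. The last setting changes the scaling alone, so it does not show how many of the 1581 genes come from carried-over tissue. The Spearman correlation of GC content with the log2 fold change, across genes, which are not independent replicates, was −0.0911 before and 0.00357 after the correction for GC content.

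Adult RPE-specific genes past the threshold were mostly lower in *Bbs8*-/- RPE. Photoreceptor RNA carried over in smaller amount in these libraries may account for this, since without the photoreceptor genes of the list 40.0% of the adult genes past the threshold were lower, against 65.0% with them. RPE marker genes were not lower as a set (camera value of 0.519, median log2 fold change −0.08, and 0.01 with scaling by library size alone). Of these 12 genes, 5 were higher and 7 lower. Because they moved in both directions around a median near 0, they do not decide whether RPE tissue was lost from the *Bbs8*-/- libraries. The fall of the adult list therefore cannot be told apart from a difference in photoreceptor RNA, while the fetal list holds 0 genes of the photoreceptor list.

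The smaller share of photoreceptor transcripts is not matched in genes of bipolar and amacrine cells (camera value of 0.810), which goes against a difference in carry-over of the neural retina as a whole. The paper offers an altered matrix between photoreceptors and RPE, or early degeneration of outer segments. For photoreceptor proteins at P11 it also considers altered processing or phagocytosis of outer segments, and closer attachment of outer segments in control preparations. A single loss or carry-over of rods and cones alike would lower cone genes too, but 9 of 10 cone genes were higher, 6 of them past the threshold (median 0.80, camera value of 8.06e-09), under all 3 scalings tried, whereas 12 of 13 rod genes were down-regulated (median −1.33). *Opn1mw* rose by 0.84 and *Gnat2* by 0.70 on the log2 scale. For the 10 cone and 13 rod genes tested, these values argue against a single loss or carry-over of rods and cones alike. The photoreceptor list, written before the data were examined, was also divided, with 33 of 46 genes down-regulated and 6 up-regulated. Because values of these genes had been seen before the cone list was made, its camera value is not an independent test. The explanations that the paper offers were not told apart.

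Erythrocyte and lens genes also took smaller shares of the counts in *Bbs8*-/- libraries (two-sided exact permutation test, p = 0.0286 for each). Carry-over of other tissue that differed between the preparations of the genotypes may account for this and cannot be told apart from an effect of the genotype.

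The libraries of a genotype differed by more than sampling alone, with a chi-square per degree of freedom of 4.91 for *Bbs8*+/+ and 4.68 for *Bbs8*-/- libraries. Pairs with *Bbs8*+/+ replicate 1 had values from 6.07 to 7.51, against 2.87 to 3.41 for the other *Bbs8*+/+ pairs and 4.17 to 5.05 for the *Bbs8*-/- pairs, so this library lay apart from the other 3 of its genotype. Without it 645 genes were up-regulated and 847 down-regulated, 1338 of them among the 1581, and why it lay apart was not tested. Libraries made from 1 pool of RNA or tissue would give values near 1 without further noise. From genes of 10 to 20 counts to genes of 200 to 500 counts the ratio of variance to mean rose little, by 1.32 times in *Bbs8*+/+ and 1.04 times in *Bbs8*-/- libraries, but at 5000 counts and more it was 13.7 and 4.12 times that at 10 to 20 counts. Amplification of a limited number of molecules alone would hold the ratio constant, so it does not account for the whole of the spread, and a part in it cannot be told apart from differences between animals. Since amplification raises the chi-square of a single pool as well, a single pool per genotype could not be excluded.

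Some values belong to no statement of the paper about these libraries. The gene with the most counts in every library was *Gm42418*, with 7.59% to 9.69% of the counts. Of the genes the paper measured by quantitative PCR in eyecups, *Snai1* and *Cldn19* were under the filter in these libraries of isolated RPE, *Cdh1* had a log2 fold change of 0.54 (adjusted p = 0.735) and *Tjp1* of −0.40 (adjusted p = 0.347). Of genes of Müller glia, *Glul* rose by 0.51 and *Dkk3* by 0.83 on the log2 scale.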
